# *Tet2*-mediated clonal hematopoiesis modestly improves neurological deficits and is associated with inflammation resolution in the subacute phase of experimental stroke

**DOI:** 10.3389/fncel.2024.1487867

**Published:** 2024-12-17

**Authors:** Megan A. Evans, Nicholas W. Chavkin, Soichi Sano, Hanna Sun, Taneesha Sardana, Ramya Ravi, Heather Doviak, Ying Wang, Yoshimitsu Yura, Ariel H. Polizio, Keita Horitani, Hayato Ogawa, Karen K. Hirschi, Kenneth Walsh

**Keywords:** *TET2*, CHIP, ischemic stroke, cerebral ischemia, inflammation, mouse

## Abstract

**Introduction:**

Recent work has revealed that clonal hematopoiesis (CH) is associated with a higher risk of numerous age-related diseases, including ischemic stroke, however little is known about whether it influences stroke outcome independent of its widespread effects on cardiovascular disease. Studies suggest that leukocytes carrying CH driver mutations have an enhanced inflammatory profile, which could conceivably exacerbate brain injury after a stroke.

**Methods:**

Using a competitive bone marrow transplant model of *Tet2*-mediated CH, we tested the hypothesis that CH would lead to a poorer outcome after ischemic stroke by augmenting brain inflammation. Stroke was induced in mice by middle cerebral artery occlusion and neurological outcome was assessed at acute (24 h) and subacute (14 d) timepoints. Brains were collected at both time points for histological, immunofluorescence and gene expression assays.

**Results:**

Unexpectedly, *Tet2*-mediated CH had no effect on acute stroke outcome but led to a reduction in neurological deficits during the subacute phase. This improved neurological outcome was associated with lower levels of brain inflammation as evidenced by lower transcript levels of various inflammatory molecules alongside reduced astrogliosis.

**Discussion:**

These findings suggest that *Tet2*-mediated CH may have beneficial effects on outcome after stroke, contrasting with the conventional understanding of CH whereby leukocytes with driver mutations promote disease by exacerbating inflammation.

## Introduction

Clonal hematopoiesis (CH) is an age-associated phenomenon whereby a substantial portion of an individuals’s blood cells are derived from a dominant hematopoietic stem cell (HSC) clone. This condition typically arises due to a somatic mutation occurring within a driver gene of a HSC, which thereby provides the mutant HSC with a competitive advantage over other HSCs. As a result, the mutation can expand and propagate through the hematopoietic system where it is carried by leukocyte progeny in the peripheral blood. Although numerous driver gene mutations have been associated with CH in the elderly, they most frequently occur in the epigenetic regulator genes, *DNMT3A*, *TET2* and *ASXL1* (Jaiswal et al., 2014; Genovese et al., 2014). Recently, CH has emerged as a novel risk factor for numerous age-related diseases, particularly cardiovascular diseases (Jaiswal et al., 2014, 2017; Yu et al., 2021; Dorsheimer et al., 2019; Pascual-Figal et al., 2021; Agrawal et al., 2022; Kim et al., 2021; Zekavat et al., 2023), and studies using murine models have suggested this relationship is causal where driver mutations can directly contribute to disease by augmenting the inflammatory profile of leukocytes (Fuster et al., 2017; Sano et al., 2018a, b; Yura et al., 2021; Fuster et al., 2020; Liu et al., 2023; Sano et al., 2019).

In 2014, a large epidemiological study made the unexpected discovery that individuals with CH have a 2.6-fold increase in the risk of ischemic stroke (Jaiswal et al., 2014). Since this discovery, follow up studies have been performed and have begun to shed further light on this association. Specifically, it has been reported that individuals with mutations in the CH driver gene, *TET2*, display an increased risk of ischemic stroke (Bhattacharya et al., 2021). Moreover, it has been documented that CH is associated with large artery stroke alongside recurrent vascular events and all-cause mortality in first-ever ischemic stroke patients (Arends et al., 2023). However, these studies assessed ischemic stroke risk and major adverse events, which are largely driven by underlying cardiovascular disease, particularly atherosclerosis. Atherosclerosis, along with several others stroke risk factors, has been associated with CH and experimental studies, including those from our group, suggest that the pathological features these conditions can be worsened by CH driver mutations (Jaiswal et al., 2017; Zekavat et al., 2023; Fuster et al., 2017, 2020; Liu et al., 2023, 2024; Edelmann et al., 2018; Rauch et al., 2023; Polizio et al., 2024). In line with this, a recent study observed that both the prevalence and complexity of atherosclerotic plaques was higher in young ischemic stroke patients with CH compared to those without (Mayerhofer et al., 2023). Thus, the observed increase in stroke incidence and recurrent vascular events in individuals with CH is likely indicative of underlying risk factors, such as atherosclerosis, possibly promoted by CH per se. Less is known about the direct effects that CH has on neurological outcome after ischemic stroke, which, to a greater degree, is governed by pathophysiological mechanisms occurring within the brain after an ischemic insult. Given that individuals with CH have an increased risk of ischemic stroke (Jaiswal et al., 2014; Bhattacharya et al., 2021), an important next step would be to establish if CH directly contributes to neurological outcomes after stroke.

In this study we assessed the impact of CH on outcomes after experimental ischemic stroke. We used a stroke model devoid of cardiovascular risk factors and other comorbidities to more fully understand if CH has direct effects on brain injury after ischemia without the potential confounding effects of systemic disease. Since it has been reported that individuals with hematopoietic *TET2* loss-of-function mutations have a higher risk of ischemic stroke (Bhattacharya et al., 2021), we used *Tet2* as a test driver gene for our study. Through analysis of ischemic stroke outcome at two distinct timepoints, we observed that *Tet2*-mediated CH had no effect on acute outcome measures but surprisingly led to a modestly improved neurological outcome at 14 d post-stroke. This improved outcome was associated with lower levels of brain inflammation. These findings suggest that *Tet2* mutant leukocytes may have protective actions in the brain after ischemia, contrasting with the traditional view of CH that has been shaped by studies of systemic disease.

## Materials and methods

### Animals

All animal procedures were approved by the University of Virginia Animal Use and Care Committee (protocol number 4205). C57Bl6 background *Tet2*-deficient (JAX stock: 023359) and C57Bl6 congenic Pep Boy (B6.SJL-Ptprca Pepcb/BoyJ; JAX stock: 002014) mice were obtained from Jackson Laboratories. Breeding colonies of these strains were maintained at the University of Virginia animal vivarium and genotyping was performed according to Jackson Laboratories standard protocols. Mice were housed in specific pathogen–free cages, under a 14 h light/10 h dark cycle and had free access to water and food pellets. Male mice were used for *in vivo* experiments to minimize potential confounding effects of the estrous cycle on stroke outcome.

### Bone marrow transplantation

For stroke studies, we sought to use a model of CH which avoids radiation to the brain, which could conceivably lead to damage of the local brain-immune niche. To do this, we used a competitive bone marrow transplantation (BMT) approach with head-shielded radiation which has been previously described in detail (Park et al., 2021). Eight- to twelve-week-old irradiated CD45.1 Pep Boy recipient mice were transplanted with suspensions of unfractioned bone marrow (BM) cells containing either 10% CD45.2 *Tet2*^−/−^ cells and 90% CD45.1 *Tet2*^+/+^ cells (denoted as *Tet2*-KO) or 10% CD45.2 *Tet2*^+/+^ cells and 90% CD45.1 *Tet2*^+/+^ cells (denoted as WT). BM cells were isolated from femurs, tibias, pelvises and humeri from 8 to 14 week donor mice following euthanasia. To limit mobility during radiation, mice were anesthetized with a mixture of ketamine (100 mg/kg) and xylazine (10 mg/kg) in sterile saline and placed in a 50 mL conical tube restrainer. The restraining tube was then placed inside a custom-made lead shield (Nuclead Co. Inc., MA, USA) measuring 1.5 in. thick. Facing perpendicular to the radiation source, mice were exposed to two doses of 5.5 Gy radiation (11 Gy in total) ~18 h apart using a ^137^Cesium-source irradiator (Shepherd Associates). After the second radiation dose, each recipient mouse was retro-orbitally injected with 4–5×10^6^ BM cells, as detailed above. Sterilized caging, diet gel and antibiotic supplemented water (5 mM sulfamethoxazole, 0.86 mM trimethoprim) were provided for the first 14 d post-irradiation to prevent dehydration and infection that may occur during this post-irradiation period. Cages of mice (i.e., those containing littermates), usually and wherever possible, housed a mixture of mice transplanted with WT and *Tet2*-KO cells to ensure genetic differences of recipient mice were minimized between groups.

### Mouse model of stroke

Focal cerebral ischemia was induced by transient middle cerebral artery occlusion (MCAO), as previously described with some modifications (Evans et al., 2018a, b). Ischemia was produced in anesthetized mice (ketamine: 80 mg/kg plus xylazine: 10 mg/kg in sterile saline i.p.) by occlusion of the right middle cerebral artery (MCA) using a 6.0 silicone-coated monofilament (Doccol Corporation, Redlands, CA, USA). All filaments had a 1–2 mm silicone coating length and were either 0.23 mm in diameter for animals ≥22 g and 0.21 mm in diameter for animals <22 g, as dictated by preliminary studies. All filaments were marked with a gold permanent marker (8 mm from the silicone tip), which was used as a guide for insertion into the internal carotid artery (ICA). Successful occlusion and reperfusion were confirmed by transcranial laser-Doppler flowmetry (Moor Instruments, USA) with the probe placed 2 mm posterior and 5 mm lateral to Bregma. Rectal temperature was monitored and maintained at 37.0 ± 0.5°C throughout the entire procedure with the use of a heated mat (Stoelting Co, Wood Dale, IL, USA). MCAO was sustained for 30 min and then the filament was retracted and removed to allow for complete reperfusion. Immediately following reperfusion, mice received 1 mL of sterile saline (s.c.) and buprenorphine (3.25 mg/kg s.c.; Ethiqa XR, Fidelis, NJ, USA). Neck and headwounds were closed with sutures and/or superglue and animals were allowed to recover in heated cages. Once mobile, mice were returned to clean home cages, which were placed partially on a heat mat. Cages were kept partially on the heat mat for the first 3 days post-stroke because the likelihood of hypothermia is greatest when mobility is limited. Mice were provided wet mash and/or hydrogel, as required throughout the experiment. Mice were only excluded from the study if: [1] >0.2 mL of blood was lost; [2] a subarachnoid hemorrhage occurred; [3] they died during the surgical procedure to induce cerebral ischemia; [4] cerebral blood flow failed to drop following insertion of the monofilament; [5] if no reperfusion occurred following removal of the filament; [6] if infarct volumes were <10 mm^3^ (WT: *n* = 1, *Tet2*-KO: *n* = 0). Sham surgeries were also performed whereby the carotid arteries were exposed but left undisturbed.

### Hematopoietic cell parameter and flow cytometric analysis of peripheral blood

Peripheral blood was collected from all mice to evaluate levels of donor cell chimerism and ensure stable hematological parameters prior to experiments. For mice undergoing surgery, blood samples were collected a minimum of 4 d prior to ensure that it did not affect surgical outcomes. Samples were obtained from the retroorbital plexus using heparin-coated capillary tubes (Fisher Scientific) and collected in K2EDTA-added microtainer blood collection tubes (BD Biosciences). Hematopoietic parameters were analyzed using the Element HT5 Veterinary Hematology Analyzer (Heska, CO, USA). To confirm successful transplantation of donor cells and determine levels of mutant clone expansion, flow cytometry was performed. Samples were prepared as previously described (Yura et al., 2021) using antibodies listed in Supplementary Table 1. Samples were acquired on BD LSRFortessa Cell Analyzer (BD Biosciences) and data were analyzed using FlowJo software (Tree Star Inc., OR, USA). The gating strategy used for analysis was similar to that reported previously (Wang et al., 2020).

### Analysis of post-stroke functional outcome

Post-stroke functional outcomes were analyzed by using a neurological deficit score as previously described with some modifications (Evans et al., 2018b). In brief, a deficit score was assigned to an animal whereby 0 = normal motor function, 1 = flexion of torso and contralateral forelimb when lifted by the tail, 2 = circling to the contralateral side when held by the tail on a flat surface but normal posture at rest, 3 = leaning to the contralateral side at rest, 4 = no spontaneous motor activity/barrel rolling, 5 = death. Due to modifications we made to the stroke model to improve survival, as detailed above, we observed that a portion of mice were still presenting with minimal neurological deficits at 72 h post-stroke. Therefore, to assess the impact of *Tet2*-mediated CH on stroke recovery at 14 d, we only included animals presenting with a substantial neurological deficit (at least 3) at 72 h post-stroke. It should be noted that prior to omission of these mice, there were no significant differences in median score between the two groups (WT = 2 vs. KO = 3, determined by Mann–Whitney test). Further, while we acknowledge, that it has been documented that this scale is only accurate acutely after stroke (Ruan and Yao, 2020; Li et al., 2004), our preliminary observations noted that a portion of mice of the Pep Boy strain display gross neurological deficits, such as leaning and/or circling at 14 d post-MCAO and beyond. Therefore, we chose to use this test at the subacute timepoint of our analysis.

### Infarct and lesion analysis

Mice were euthanized by inhalation of isoflurane and the brain was immediately removed, frozen in liquid nitrogen, and stored at −80°C. Evenly spread (separated by ~420 μm) coronal sections (30 μm thick) were obtained spanning the infarct, and thaw-mounted onto poly-L-lysine coated glass slides, were stained with thionin (0.1%) to delineate the infarct, and infarct volume was calculated as described previously (Evans et al., 2018b). For lesion analysis at 14 d post-stroke, where swelling had subsided and many brains showed signs of atrophy, we did not correct for edema and instead we used the formula: CIV = RIA × (thickness of section + distance between sections).

### Quantitative RT-PCR

RNA was extracted from brains harvested at 24 h or 14 d following stroke or sham surgery as previously described (Evans et al., 2018b). Subsequently, cDNA conversion was performed using the High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems). Quantitative RT-PCR was performed with *Power* SYBR Green Master Mix (Applied Biosystems) in a QuantStudio 6 Flex PCR system. Primers for the reaction are listed in the Supplementary Table 2. Data were normalized to the housekeeping gene (β-actin) and calculated as change in fold expression relative to the sham control or contralateral hemisphere using the formula: fold-change = 2^−ΔΔCt^.

### Bulk RNA-sequencing

RNA was extracted from brains using the methods described above and total RNA was sent to Azenta Life Sciences (formally Genewiz) for sequencing. Detailed methods of sequencing and data analysis can be found in Supplementary material.

### Immunofluorescent staining

Immunofluorescent staining was performed on 10 μm fresh frozen sections collected from six brain regions (Bregma +0.06, −0.78, −1.2, −1.62, −2.04, −2.46 mm) at 24 h and 14 d post-stroke. Detailed methods of staining, imaging and analysis are provided in Supplementary material.

### Statistical analyses

Data are presented as mean ± standard error of the mean (SEM), with the exception of neurological deficit scores, which are presented as median. Statistical analyses were performed using GraphPad Prism version 10.0 (GraphPad Software Inc. San Diego, CA, USA). For data with one experimental variable, between-group comparisons were compared using a Student’s unpaired *t* test (two-tailed) for two groups. For data with two independent variables, groups were compared using a two-way ANOVA followed by a Sidak post-hoc test. Neurological deficit scores were compared using a Mann–Whitney U test for two groups or a Kruskal–Wallis test with Dunn’s multiple comparison tests for more than two groups. Cerebral blood flow data were compared using multiple *t* tests for ischemia and reperfusion phases. Statistical significance was accepted if *p*-values or adjusted *p*-values, where appropriate, were <0.05.

## Results

### *Tet2*-mediated clonal hematopoiesis model characteristics

To model CH in mice, a competitive BMT approach was used, as before (Fuster et al., 2017; Sano et al., 2018b). During the irradiation procedure, which facilitates donor cell engraftment, we used a shielding approach to avoid injury to the brain, like that previously described (Gliem et al., 2012; Shichita et al., 2017). Irradiated CD45.1-expressing *Tet2*-sufficient recipient mice were transplanted with a mixture of BM cells comprised of 10% of cells from CD45.2-expressing *Tet2*-deficient (*Tet2*-knock out; *Tet2*-KO) donors (or wildtype [WT] littermates as controls) and 90% of cells from CD45.1-expressing *Tet2*-sufficient donors (Figure 1A). This approach resulted in the expansion of CD45.2+ *Tet2*-KO donor cells, measuring ~21% of total white blood cells at 4 w post-BMT and increasing to ~35% by 8 w post-BMT (Figure 1B). Like previous studies (Fuster et al., 2017; Sano et al., 2018b), *Tet2*-KO donor cells expanded into all major blood cell lineages and there were no differences in the numbers of white blood cells, platelets or hemoglobin between mice transplanted with WT and *Tet2*-KO BM cells (Figure 1C and Supplementary Figures 1A,B). Body weight was also not different between the two groups (Supplementary Figure 1C). Given these findings, we chose to perform stroke surgeries between 8 and 10 w post-BMT, where we reasoned that the percentage *Tet2*-KO donor cells in the blood would be sufficient to potentially reveal any biological effect in stroke, in the absence of hematological differences between the two groups.

**Figure 1:**
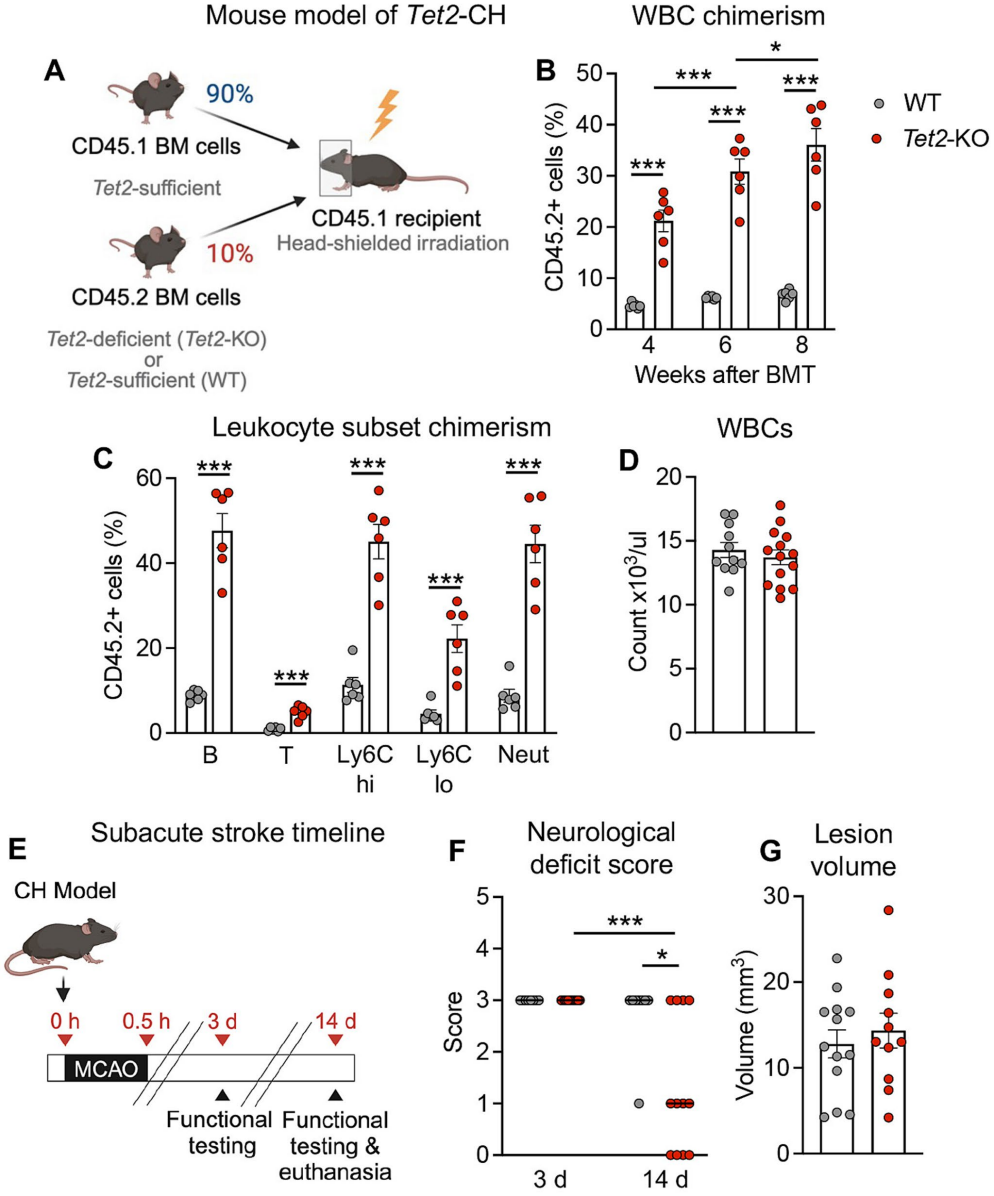
*Tet2*-mediated clonal hematopoiesis leads to fewer neurological deficits at 14 d post-stroke. **(A)** Schematic depicting the creation of the *Tet2*-clonal hematopoiesis (CH) model used for stroke studies. Following head-shielded irradiation, CD45.1 expressing recipient mice were transplanted with a mixture of donor bone marrow containing 90% of cells from CD45.1 *Tet2*-sufficient donors and 10% of cells from CD45.2 *Tet2*-KO (or wildtype; WT) donors. **(B)** Percentage of CD45.2 donor white blood cells (WBC) in peripheral blood at 4-, 6- and 8-weeks post-bone marrow transplant (BMT) with either WT or *Tet2*-KO cells (*n* = 6 per group) as determined by flow cytometry. **(C)** Percentage of CD45.2 donor cells within major peripheral blood cell lineages (left to right: B cells, T cells, Ly6Chi monocytes, Ly6Clo monocytes, neutrophils) at 8 weeks post-BMT with either WT or *Tet2*-KO cells (*n* = 6 per group) as determined by flow cytometry. **(D)** Total number of peripheral WBCs at 8 weeks post-BMT with either WT or *Tet2*-KO cells (WT: *n* = 11; *Tet2*-KO: *n* = 14). **(E)** Experimental timeline for subacute stroke experiments. At 8–10 weeks after BMT, mice were subjected to middle cerebral artery occlusion (MCAO) to induce stroke, and outcomes were assessed 3 and 14 d later. **(F)** Neurological deficit scores at 3 and 14 d post-stroke from mice transplanted with WT or *Tet2*-KO bone marrow cells (WT: *n* = 8 and *Tet2*-KO: *n* = 12). **(G)** Resolved lesion volumes at 14 d post-stroke in mice transplanted with WT or *Tet2*-KO bone marrow cells (WT: *n* = 13 and *Tet2*-KO: *n* = 11). Data are presented as mean ± SEM, except for neurological deficit scores which are presented as median. Statistical comparisons were made using a two-way ANOVA followed by Sidak post-hoc test **(B)**, Student’s unpaired *t* test **(C,D,G)**, Kruskal–Wallis test with Dunn’s multiple comparisons test **(F)**. *p < 0.05, ***p < 0.001.

### *Tet2*-mediated clonal hematopoiesis does not impact acute stroke outcome, but improves neurological deficits at 14 days

As the injury response to stroke is a dynamic process with distinct mechanisms contributing at acute and subacute phases (Mergenthaler et al., 2020), we examined the effect of *Tet2*-mediated CH on outcomes during both phases. At 24 h post-stroke (Supplementary Figure 2A), it was found that there were no differences in neurological outcomes between mice transplanted with WT BM and those transplanted with *Tet2*-KO, with both groups presenting with a similar neurological deficit score (Supplementary Figure 2B). Consistent with these observations, cortical, subcortical and total infarct volumes were not different between the two groups (Supplementary Figures 2D,E). There were also no differences in edema volume (Supplementary Figure 2F). Importantly, measurements of cerebral blood flow during stroke surgeries showed that the extent of ischemia and reperfusion were similar between mice that received WT BM cells and those that received *Tet2*-KO (Supplementary Figure 2B).

To examine functional recovery during the subacute phase of stroke, we examined mice that presented with a substantial neurological deficit (a score of at least 3) at 3 d post-stroke and reexamined mice again at 14 d (Figure 1E). Mice transplanted with *Tet2*-KO cells displayed a significantly lower neurological deficit score at 14 d compared to that observed at 3 d, and this was significantly lower than that observed in mice transplanted with WT cells at this time point (Figure 1F). In contrast, mice transplanted with WT cells did not display an improvement in neurological deficit score between 3 and 14 d (Figure 1F). Consistent with findings at the 24 h time point, it was found that the resolved lesion volumes were similar between mice transplanted with WT and *Tet2*-KO BM cells (Figure 1G).

### *Tet2*-mediated clonal hematopoiesis is associated with a lower level of inflammation and astrogliosis in the subacute phase post-stroke

To understand the potential mechanisms by which *Tet2*-mediated CH leads to a modestly improved functional outcome at 14 d post-stroke, we next examined its effects on inflammation during subacute phase of stroke. Numbers of macrophages (F4/80+ cells) and T cells (CD3+ cells) were similar in the brains of mice transplanted with cells of either genotype (Figure 2A), suggesting no influence of *Tet2*-mediated CH on the infiltration of these immune cell types. However, qRT-PCR revealed that mRNA expression of several key inflammatory markers was lower in the brains at 14 d after stroke of mice that received *Tet2*-KO BM cells (Figure 2B). In particular, it was observed that there was a significantly lower transcript expression of *Tnf*, *Il6* and *Arg1* compared to animals transplanted with WT BM cells (Figure 2B). It was also noted that expression of *Il1b* and *Ym1* were significantly elevated in the brains of mice transplanted with WT cells; however changes in these transcripts did not achieve statistical significance in the brains of mice transplanted with *Tet2*-KO cells (Figure 2B). At 24 h post-stroke we found that numbers of neutrophils and macrophages and the levels of these cytokines were similar in mice transplanted with WT and *Tet2*-KO BM, indicating that the levels of inflammation are initially similar between the two groups acutely after stroke (Supplementary Figures 3A,B).

**Figure 2:**
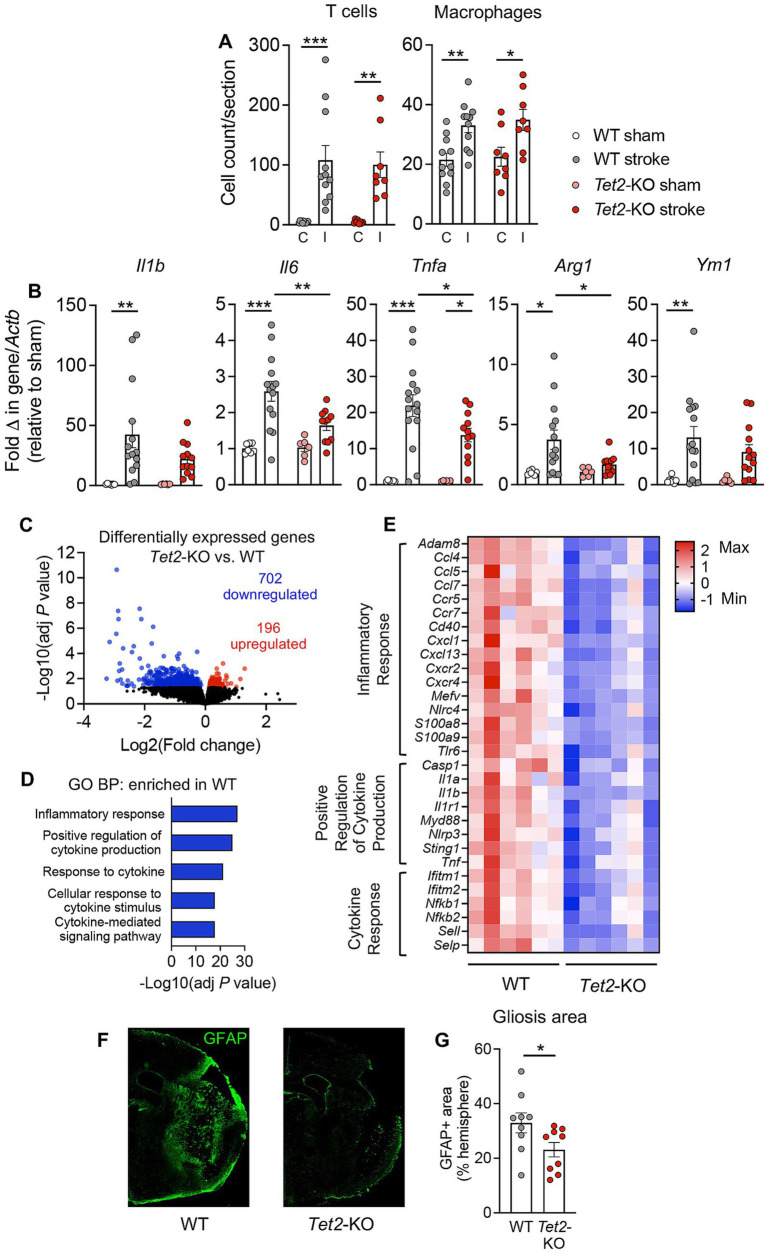
*Tet2*-mediated clonal hematopoiesis is associated with lower levels of brain inflammation and a reduced astrogliosis at 14 d post-stroke. **(A)** Immunohistochemistry was used to determine numbers of CD3+ T cells and F4/80+ macrophages in the ischemic (I) and contralateral (C) brain hemispheres of mice transplanted with wildtype (WT) or *Tet2*-knockout (*Tet2*-KO) bone marrow cells at 14 d post-stroke (WT: *n* = 11 and *Tet2*-KO: *n* = 8). **(B)** qRT-PCR was used to quantify transcriptional expression of inflammatory markers *Il1b*, *Il6*, *Tnfa*, *Arg1* and *Ym1* in the brains of mice transplanted with WT or *Tet2*-KO bone marrow cells at 14 d post-stroke or sham surgery (WT sham: *n* = 7, WT stroke: *n* = 14–15, *Tet2*-KO sham: *n* = 6 and *Tet2*-KO stroke: *n* = 11–13). Bulk RNA-sequencing was used to provide an unbiased analysis of gene expression changes occurring at 14 d post-stroke in mice transplanted with WT and *Tet2-*KO cells. **(C)** Volcano plot showing the number of differentially expressed genes in the brains of mice transplanted with *Tet2*-KO bone marrow cells vs. WT bone marrow cells at 14 d post-stroke (*n* = 6 per group). Downregulated genes shown in blue and upregulated genes shown in red. **(D)** Enriched gene sets identified via Gene Ontology: Biological Process (GO:BP) analysis in the brains of mice transplanted with WT bone marrow cells at 14 d post-stroke. **(E)** Heatmap of significantly downregulated genes in the brains of mice transplanted with *Tet2*-KO bone marrow cells vs. WT bone marrow cells at 14 d post-stroke (*n* = 6 per group, where each square within a row represents one animal). **(F)** Representative brain images displaying glial fibrillary acidic protein (GFAP) immunofluorescence used to measure the amount of reactive gliosis in mice transplanted with either WT or *Tet2*-KO bone marrow cells. **(G)** Extent of reactive gliosis in the brains of mice transplanted with either WT or *Tet2*-KO bone marrow cells at 14 d post-stroke (WT: *n* = 9 and *Tet2*-KO: *n* = 9). Data are presented as mean ± SEM **(A,B,G)**. Statistical comparisons were made using a two-way ANOVA followed by Sidak post-hoc test **(A,B)**, the Wald test **(C,E)** or Student’s unpaired *t* test **(G)**. *p < 0.05, **p < 0.01, ***p < 0.001.

We also performed bulk RNA-sequencing on whole brains to provide an unbiased view of the changes occurring in gene expression at 14 d post-stroke. 

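Bulk RNA-sequencing covered the brains of 12 mice at 14 d post-stroke, 6 transplanted with WT BM cells and 6 with *Tet2*-KO BM cells. In both groups 10% of the transplanted marrow came from the CD45.2 donors that give the group its name and 90% from CD45.1 donors with intact *Tet2*. The paper calls the tissue whole brains here and whole brain hemispheres in its discussion. The authors depleted ribosomal RNA, trimmed the paired reads with Trimmomatic, aligned them with STAR and counted with featureCounts only the uniquely mapped reads that lie in exons. The genome build and the strand used in counting are not named in the paper's text, so the counts of genes that overlap on opposite strands are uncertain. The deposited values are the whole-number read counts per gene, before any normalization, for 49315 genes listed by Ensembl identifier. A gene symbol was found for 48970 of these in the GENCODE M21 annotation, and 11630 genes had no count in any mouse. Total counts lay between 12000261 and 15340787 per mouse in the WT group (median 13490632) and between 12625047 and 21049763 in the *Tet2*-KO group (median 15894080), a difference between the groups that did not pass 0.05 (exact two-sided permutation test, p = 0.0671, n = 6 per group). The 10 genes with the most counts held between 7.99% and 8.79% of each library. Libraries of the same group differed from each other by more than sampling noise, with a chi-square statistic per degree of freedom between 2.00 and 27.8 over the pairs, and each was counted as a separate sample. In the sample labels, the treatment entry of the 6 *Tet2*-KO mice names control cells, whereas their titles and genotype entries give *Tet2*-KO as the paper does, and the paper's grouping was used.

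For the comparison, counts were normalized with edgeR's TMM method and tested with its quasi-likelihood F test on the 20290 genes that passed its expression filter, with Benjamini-Hochberg adjustment over those genes. Levels are given as CPM, counts scaled to a common library total after TMM, and fold changes are those of *Tet2*-KO over WT. *Tet2* itself (ENSMUSG00000040943) was at 132 ± 7.60 CPM (SD, n = 6) with WT BM cells, between 126 and 147 in single mice, and at 131 ± 7.79 CPM (SD, n = 6) with *Tet2*-KO BM cells, between 117 and 137. The log2 fold change was -0.0097 (standard error 0.051, edgeR adjusted p = 0.934), and its sign changed with upper quartile scaling, where it was 0.022. The recipients and most of the transplanted cells kept *Tet2*, so its level in the brain does not check the group labels.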

Principal component analysis revealed that the response to stroke during subacute phase was different between mice transplanted with *Tet2*-KO and WT BM cells (Supplementary Figure 4). 

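Principal components were computed on the 500 genes with the highest variance, the number the authors used, after the variance stabilizing transformation of DESeq2, which the paper's text does not name. The first component held 89.3% of the variance and the second 3.44%. With the sign set so that *Il1b* loads positively, the score on the first component was 9.52 ± 6.19 (SD, n = 6) in the WT group and -9.52 ± 12.4 (SD, n = 6) in the *Tet2*-KO group. The difference of -19.0 was larger than most regroupings of the mice gave (exact two-sided permutation test over all assignments of the mice to the groups, p = 0.0108, where the smallest p possible is 0.00216). In the *Tet2*-KO group 5 of 6 mice scored below every WT mouse, and the exception, replicate 5, lay within the WT range at 9.20. Among WT mice, replicate 2 scored highest at 21.4, with the other five between 4.95 and 10.3. Of the 500 genes, 486 loaded with the same sign as *Il1b*, and 13 of them are genes of Figure 2E. The largest loadings belonged to *Spp1*, *Gpnmb*, *Lyz2*, *C3* and *Col3a1*. The share of the first component moved most when all tested genes entered, to 64.5%. With each mouse left out in turn, the difference between the groups ranged from -26.0 without *Tet2*-KO replicate 5 to -14.7 without WT replicate 2 (exact permutation tests, p at most 0.0260).

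**Figure D1:**
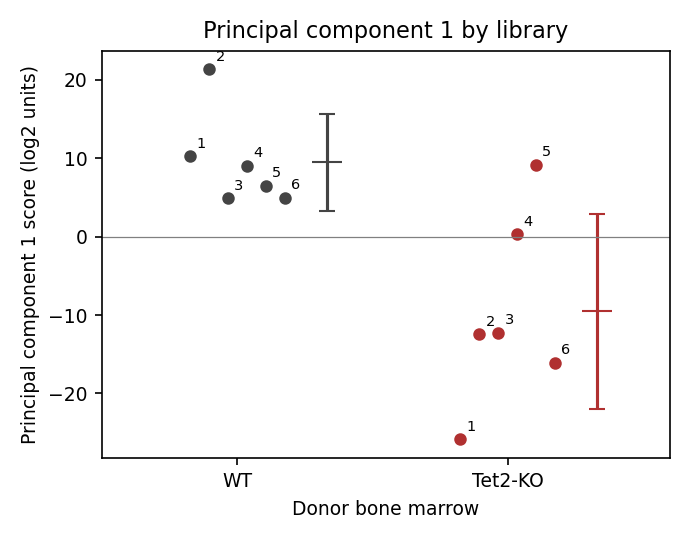
Score of each mouse on the first principal component (log2 units, vertical axis) by donor bone marrow (horizontal axis), 6 mice transplanted with WT and 6 with *Tet2*-KO BM cells. Points are mice, numbered by replicate, and the dash with its error bar is the group mean with SD. The *Tet2*-KO mice lie between -25.8 and 9.20 and the WT mice between 4.95 and 21.4.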

Using a statistical cut-off of adjusted *p* < 0.05, we identified 898 genes that were differentially expressed between the ischemic brains of mice transplanted with *Tet2*-KO BM cells and those transplanted with WT cells (Figure 2C). Among these genes, 702 genes were downregulated, and 196 genes were upregulated (Figure 2C). 

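With edgeR's quasi-likelihood test, 5 of the tested genes had an adjusted p below 0.05 between mice transplanted with *Tet2*-KO and WT BM cells. Without adjustment 4678 genes (23.1%) had a p below 0.05, against 1014.5 that chance alone would give. In 130 genes every *Tet2*-KO mouse was below every WT mouse and in 92 genes every one was above, together 1.09% of the genes, where chance gives 0.216%. The number past the adjusted threshold depended on the test and on single mice. The DESeq2 Wald test, which the authors used, gave 917 genes on the same counts. With edgeR's test and *Tet2*-KO replicate 5 left out, the number was 2257, whereas it was 0 in 8 of the 12 fits that each left out 1 mouse, with between 3629 and 5386 genes below an unadjusted p of 0.05 in those 8.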

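All 5 genes past edgeR's adjusted threshold were lower with *Tet2*-KO BM cells, and the smallest adjusted p of a higher gene was 0.0816. At an unadjusted p below 0.05, 2477 genes were lower and 2201 higher, which makes 53.0% lower. With upper quartile scaling, which shifted the median log2 fold change of all genes from 0.010 to 0.043, the split at that level was 2129 lower and 3009 higher. The DESeq2 Wald test placed 705 genes lower and 212 higher past its adjusted threshold, so that 76.9% of its genes were lower, and limma-voom with sample quality weights placed 1422 lower and 591 higher. Besides *Il1b*, the 5 genes were *S100a9*, *S100a8*, *Mefv* and *Acp5*. *S100a9* (ENSMUSG00000056071) was at 2.18 ± 0.962 CPM (SD, n = 6) in the WT group and 0.305 ± 0.225 CPM (SD, n = 6) in the *Tet2*-KO group, a log2 fold change of -2.84 (standard error 0.41, edgeR adjusted p = 0.0364). Its counts were between 13 and 52 per WT mouse and between 1 and 10 per *Tet2*-KO mouse. *S100a8* (ENSMUSG00000056054) fell from 4.52 ± 1.91 to 1.01 ± 0.389 CPM (SD, n = 6 per group; log2 fold change -2.16, edgeR adjusted p = 0.0364). *Mefv*, which encodes pyrin, changed by -2.90 on the log2 scale (edgeR adjusted p = 0.0417) and *Acp5*, which encodes an acid phosphatase, by -2.11 (edgeR adjusted p = 0.0462). In each of these 5 genes all 6 *Tet2*-KO mice were below all 6 WT mice. All 5 genes were also past the threshold in DESeq2. In edgeR, none of them stayed past it in more than 4 of the 12 fits with 1 mouse left out.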

As the majority of differentially expressed genes were downregulated, we primarily focused on gene sets that were enriched in the brains of stroke animals transplanted with WT BM cells. Consistent with qRT-PCR data, the top five significantly enriched gene sets were those closely associated with inflammation and cytokine pathways (Figure 2D). 

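Gene sets were tested with camera from limma, with its preset correlation of 0.01 between genes, on log2 CPM. The Gene Ontology terms of Figure 2D were not tested here, and a chemokine family defined by gene symbols and the mouse Reactome pathways were used in their place. The family holds 56 chemokine and chemokine receptor genes, of which 35 could be tested and 9 are in Figure 2E. Of the 35 genes, 29 were lower with *Tet2*-KO BM cells, with a median log2 fold change of -1.26 (camera, p = 3.44e-12; exact two-sided permutation test of the mean log2 CPM per mouse, p = 0.00649, n = 6 per group). The family was also lower under fry, which keeps the correlation between genes as observed (p = 0.00356), but did not pass 0.05 under camera with the correlation estimated from these mice (p = 0.0548). By that mean, 5 of 6 *Tet2*-KO mice were below every WT mouse. In this family 25 genes had an unadjusted p below 0.05, none was past the threshold over all genes, and 22, all lower, were past it when adjusted over the list alone. Of 712 Reactome pathways with 15 to 300 tested genes, camera placed 136 lower and 40 higher at an adjusted p below 0.05. The pathway with the smallest camera p was Degradation of the extracellular matrix (90 genes, median log2 fold change -0.47, camera adjusted p = 1.14e-15). Interferon gamma signaling had a median of -0.61 over 76 genes (camera adjusted p = 1.13e-13) and Cytokine Signaling in Immune system a median of -0.25 over 204 genes (camera adjusted p = 4.87e-12). No pathway passed the adjusted threshold under fry, where 202 were lower and 64 higher at an unadjusted p below 0.05, or under the estimated correlation, where 6 were lower and 1 higher.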

A heatmap representation of select genes, in the most overrepresented pathways, that were significantly downregulated is shown in Figure 2E. These downregulated genes included various chemokines (*Ccl4*, *Ccl5*, *Ccl7*, *Cxcl1*, *Cxcl13*), chemokine receptors (*Ccr5*, *Ccr7*, *Cxcr2*, *Cxcr4*), cytokines (*Il1a*, *Il1b*, *Tnf*) and inflammatory transcription factors (*Nfkb1*, *Nfkb2*). 

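All 30 genes of Figure 2E were lower in the brains of mice transplanted with *Tet2*-KO BM cells, with log2 fold changes from -2.94 to -0.39 and a median of -1.50. Each had an unadjusted p below 0.05. Over all tested genes 4 of them passed the adjusted threshold of edgeR, and all 30 did when adjusted over the list alone, which is not independent evidence because the study chose the list on these mice. By the mean log2 CPM of the list, all 6 *Tet2*-KO mice were below all 6 WT mice (exact two-sided permutation test, p = 0.00216, the smallest p that 6 mice against 6 allow), which for the same reason is not independent evidence either. The median stayed between -1.70 without *Tet2*-KO replicate 5 and -1.27 without WT replicate 2. The 14 genes named in the text had a median log2 fold change of -1.54, and among them *Il1b* alone was past the threshold over all genes.

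*Il1b* (ENSMUSG00000027398) was at 5.16 ± 2.43 CPM (SD, n = 6) with WT and 0.699 ± 0.375 CPM (SD, n = 6) with *Tet2*-KO BM cells, a log2 fold change of -2.94 (standard error 0.38, edgeR adjusted p = 0.0364). *Tnf* (ENSMUSG00000024401) was at 2.39 ± 0.827 and 1.11 ± 0.638 CPM (SD, n = 6 per group), a log2 fold change of -1.12 (standard error 0.35, edgeR adjusted p = 0.124), with 3 of 6 *Tet2*-KO mice below every WT mouse. Among the chemokines, *Cxcl1* had the largest log2 fold change, -2.66 (edgeR adjusted p = 0.0816), on 12 counts or fewer in each *Tet2*-KO mouse, and *Ccl4* the smallest, -1.49 (edgeR adjusted p = 0.114). *Cxcl13* changed by -2.41, *Ccl7* by -2.10 and *Ccl5* by -1.56 on the log2 scale. Of the chemokine receptors, *Cxcr2* changed by -2.56, *Cxcr4* by -1.56 and *Ccr7* by -1.52, and the cytokine *Il1a* by -1.10. The transcription factors had smaller changes, -0.98 for *Nfkb2* and -0.39 for *Nfkb1*, which was at 58.8 ± 8.29 CPM with WT and 45.0 ± 7.02 CPM with *Tet2*-KO BM cells (SD, n = 6 per group). The calls depended on the test and on single mice. All 30 genes of Figure 2E passed the adjusted threshold over all genes with the DESeq2 Wald test and with limma-voom on all 12 mice, and with edgeR without *Tet2*-KO replicate 5, whereas 8 of the 12 edgeR fits that left out one mouse gave 0 genes past it.

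Because most of the genes it found to differ were lower, the paper turned to the gene sets enriched in mice transplanted with WT BM cells (Figure 2D), which were associated with inflammation and cytokines, and then to these genes. Together with qRT-PCR (Figure 2B), the paper concludes from them that inflammation in the brain was lower at 14 d post-stroke in mice transplanted with *Tet2*-KO cells.

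**Figure D2:**
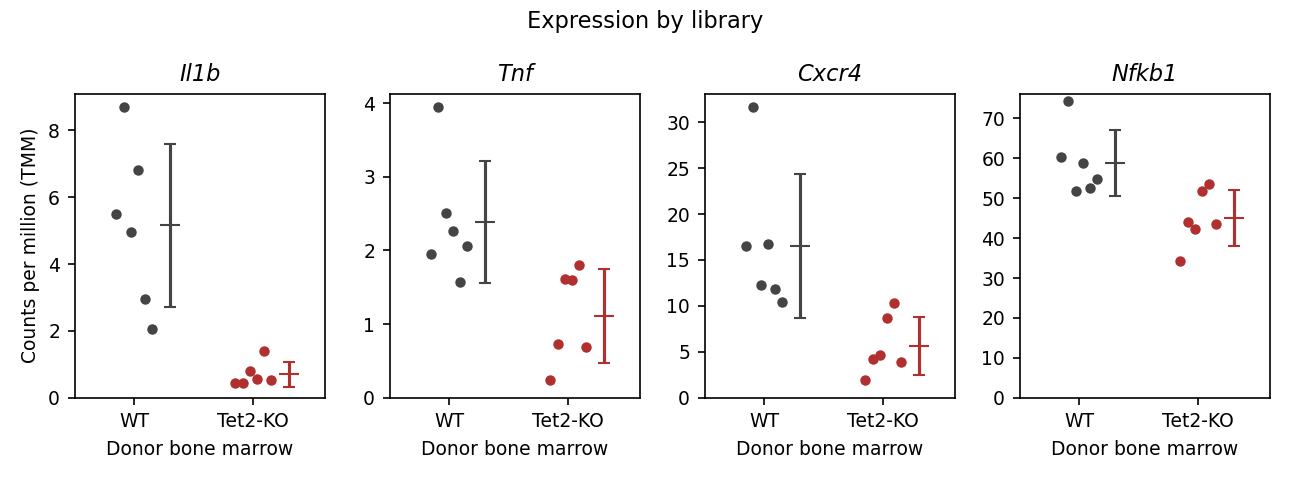
Level of *Il1b*, *Tnf*, *Cxcr4* and *Nfkb1* in CPM in each mouse (vertical axes) by donor bone marrow (horizontal axes), with points for the 6 mice of each group and a dash with error bar for the group mean with SD. *Il1b* lies between 2.06 and 8.68 CPM in the WT mice and between 0.434 and 1.41 CPM in the *Tet2*-KO mice, while the groups overlap for *Tnf*.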

Upregulated gene pathways in mice transplanted with *Tet2*-KO cells, alongside all differentially expressed genes are shown in Supplementary Tables 4–7. 

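Of the genes that the paper lists in Supplementary Tables 6 (702 lower, the paper's number) and 7 (196 higher, the paper's number), 678 and 192 were matched by symbol to a gene tested here. All 870 had the direction the paper lists and an unadjusted edgeR p below 0.05. Their edgeR adjusted p lay between 0.0364 and 0.154, with a median of 0.116. Past the adjusted threshold of the DESeq2 Wald test as run here were 652 of the lower and 190 of the higher genes.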

In accordance with the fewer neurological deficits in mice transplanted with *Tet2*-KO cells there was an enrichment of gene sets involved in neural synaptic function, such “Chemical Synaptic Transmission,” “Modulation of Chemical Synaptic Transmission,” “Anterograde Trans-Synaptic Signaling,” “Nervous System Development” and “Axonogenesis” (Supplementary Table 5). 

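A synaptic family of receptor, vesicle and scaffold genes was defined by gene symbols, since the Gene Ontology terms themselves were not tested here. Of its 105 genes 101 could be tested, and 4 of these were lower and the others higher with *Tet2*-KO BM cells. The median log2 fold change was 0.21 (camera, p = 8.50e-17; fry, p = 0.0211; camera with estimated correlation, p = 0.129). By mean log2 CPM, all 6 *Tet2*-KO mice were above the WT mean and 4 of them above every WT mouse (exact two-sided permutation test, p = 0.0368, n = 6 per group). The low value of WT replicate 2 (6.67) draws that mean down. *Tet2*-KO replicate 5 (6.94) was below each of the other WT mice, the lowest of which was WT replicate 1 (6.96). With one mouse left out, the permutation test passed 0.05 in 7 of 12 fits, and p was 0.0519 without WT replicate 2 and between 0.0628 and 0.0714 without *Tet2*-KO replicates 1, 2, 3 or 6. The median was 0.15 without WT replicate 2 and 0.25 without *Tet2*-KO replicate 5. In this family 67 genes had an unadjusted p below 0.05, none passed over all genes, and 35 passed when adjusted over the list alone, 34 higher and 1, *Dlgap5*, lower. *Dlgap5* is in the family by its symbol alone, and was at only 1.15 CPM with WT and 0.575 CPM with *Tet2*-KO BM cells. Of the Reactome pathways, Neuronal System (242 genes) had a median log2 fold change of 0.16 (camera adjusted p = 2.39e-09, fry adjusted p = 0.0952) and Transmission across Chemical Synapses (173 genes) one of 0.15 (camera adjusted p = 5.30e-07, fry adjusted p = 0.0973). For axon growth, the axon guidance family of semaphorins, plexins, ephrins, netrins, slits and their receptors (65 of 66 genes tested, 28 lower) had a median of 0.060 (camera, p = 0.159; fry, p = 0.245; exact two-sided permutation test, p = 0.435). Its median was 0.018 without *Tet2*-KO replicate 3, and 20 of its genes had an unadjusted p below 0.05 with none past the threshold over all genes or when adjusted over the list alone. The Reactome pathway Axon guidance (271 genes) had a median of 0.019 (camera adjusted p = 0.980).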

We also noted that the extent of reactive gliosis, as measured by the area of GFAP+ immunofluorescent staining surrounding the lesion, was significantly smaller in mice transplanted with *Tet2*-KO BM cells (Figures 2F,G).

### Stroke does not promote expansion of *Tet2*-mutant leukocytes

It has been suggested that cardiovascular disease and associated inflammation may drive clonal expansion of *Tet2*-mutant hematopoietic cells (Heyde et al., 2021; Cochran et al., 2023; McClatchy et al., 2023). Thus, we tested whether stroke itself could promote expansion of *Tet2*-mutant leukocytes over the 14 d study period. Peripheral blood was collected pre- and 14 d post-stroke or sham surgery in mice transplanted with either *Tet2*-KO or WT BM cells and analyzed for CD45.2 donor cell chimerism. As expected, *Tet2*-KO donor cells expanded in all leukocyte compartments compared to WT cells, however stroke did not accelerate expansion of *Tet2* mutant cells in this experimental setting (Supplementary Figure 5). Specifically, there was no difference in the percentage of CD45.2 *Tet2*-KO donor cell chimerism between animals subjected to stroke- or sham-surgery across all leukocyte subsets (Supplementary Figure 5).

## Discussion

CH is increasingly being acknowledged as a risk factor for cardiovascular disease, where leukocytes carrying driver mutations can causally contribute to disease pathogenesis (Jaiswal et al., 2014; Fuster et al., 2017; Sano et al., 2018a, b, 2019; Yura et al., 2021; Fuster et al., 2020; Liu et al., 2023; Yu et al., 2023). While ischemic stroke is predominantly driven by a culmination of cardiovascular risk factors; the outcomes are largely neurological, affecting brain tissue and consequently neurological function. Studies suggest that CH is associated with increased ischemic stroke risk (Jaiswal et al., 2014; Bhattacharya et al., 2021), although less is known about the relationship between CH and stroke outcome. Therefore, using *Tet2* as a test driver gene mutation, the current study assessed the impact of CH on acute and subacute outcomes after experimental ischemic stroke.

Here we found that *Tet2*-mediated CH had no effect on acute outcome but led to a modest improvement in neurological function at 14 d post-stroke. Mice transplanted with *Tet2*-KO BM showed a significant improvement in their neurological deficit score from 3 to 14 d post-stroke, and their scores were significantly lower than mice transplanted with WT BM cells. In association with fewer neurological deficits, we found that mice transplanted with *Tet2*-KO cells had a lower level of inflammation in the brain at 14 d post-stroke. Both quantitative RT-PCR and bulk RNA-sequencing revealed that gene expression of inflammatory markers was lower in the brains of mice transplanted with *Tet2*-KO BM cells compared to mice transplanted with WT cells. These included a vast array of genes, such as cytokines, chemokines, chemokine receptors and inflammatory transcription factors. It is noteworthy that at 24 h post-stroke we saw no detectable differences in the expression of inflammatory mediators between the two groups, suggesting that *Tet2*-mediated CH may promote inflammation resolution between the acute and subacute phases of stroke.

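Of the 5 genes measured by qRT-PCR, 4 passed edgeR's expression filter in the sequencing data and all 4 were lower with *Tet2*-KO BM cells. Over the list alone all 4 passed the adjusted threshold, and over all genes only *Il1b* did. *Chil3*, the gene of Ym1, was at 1.31 ± 0.453 CPM (SD, n = 6) with WT and 0.464 ± 0.587 CPM (SD, n = 6) with *Tet2*-KO BM cells, a log2 fold change of -1.65 (edgeR adjusted p = 0.124). In *Tet2*-KO replicate 5 *Chil3* was at 1.65 CPM, above the WT mean, and without that mouse the log2 fold change was -2.57. *Il6* did not pass edgeR's expression filter, with 1 to 6 counts per WT mouse (14 in all) and 0 to 3 per *Tet2*-KO mouse (6 in all). An exact two-sided permutation test of *Il6* gave p = 0.0952, which decides nothing at so few counts.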

In association with lower levels of brain inflammation at the subacute timepoint, it was also observed that the extent of reactive astrogliosis surrounding the lesion was smaller in mice transplanted with *Tet2*-KO BM cells. This reduction astrogliosis occurred in the absence of a change in lesion volume, which has been noted by others previously (Ito et al., 2019; Laterza et al., 2018). Astrocytes are known to detect and respond to pro-inflammatory cytokines released by both resident and infiltrating immune cells (Linnerbauer et al., 2020). Further, inflammatory molecules have been reported to promote the formation of reactive and neurotoxic astrocytes (Giulian et al., 1988; Liddelow et al., 2017; Qian et al., 2007). Thus, it is conceivable that the reduction in astrogliosis observed in mice transplanted with *Tet2*-KO BM cells is a response to the lower level of inflammation in the brain at this timepoint.

It is well established that unresolved chronic inflammation is associated with poorer outcomes after a stroke. Neuronal tissue in the peri-infarct area is particularly vulnerable to the effects of chronic inflammation, where inflammatory processes may impair neural function and synaptic plasticity necessary for functional recovery (Shi et al., 2019). In particular, high levels of certain cytokines, such as IL-1β, TNF, and IL-6, released during injury can impair processes essential for synaptic plasticity (Lynch, 2015; Di Filippo et al., 2008; Di Filippo et al., 2013; Golia et al., 2019). In the current study, it was observed that animals transplanted with *Tet2*-KO cells had lower transcript levels of these cytokines and reduced astrogliosis in the brain at 14 d post-stroke. Concurrently, there was an enrichment of gene sets involved in synaptic function and repair, such as “Chemical Synaptic Transmission,” “Modulation of Chemical Synaptic Transmission,” “Anterograde Trans-Synaptic Signaling,” “Nervous System Development” and “Axonogenesis.” From these data it could be hypothesized that *Tet2*-mediated CH accelerates inflammation resolution after a stroke, facilitating the restoration of synaptic function and improving neurological outcomes. Intriguingly, it was recently reported that CH-positive patients exhibit an increased risk of first myocardial infarction, but not an increased risk of recurrent myocardial infarction (Marston et al., 2024). Perhaps it could be speculated that the increased resolving capacity of *TET2* mutant leukocytes could be protective against a secondary infarction. Nevertheless, future studies are required to better understand this relationship.

Our findings in this mouse model of stroke contrast with the traditional paradigm of CH, where a multitude of studies, including those from our group, suggest that hematopoietic driver mutations promote cardiovascular disease by bolstering inflammatory processes in leukocytes (Jaiswal et al., 2017; Fuster et al., 2017; Sano et al., 2018a; Sano et al., 2018b; Yura et al., 2021; Fuster et al., 2020; Sano et al., 2019; Polizio et al., 2024). The mechanisms underlying this discrepancy remain elusive, although perhaps the injurious mechanisms by which *Tet2*-mediated CH promotes disease in the periphery are less deleterious to the brain. In this regard, hematopoietic *Tet2*-deficiency has been shown to generate a population of macrophages with an augmented inflammatory profile, with elevations reported in numerous cytokines, chemokines, and immune receptors (Jaiswal et al., 2017; Agrawal et al., 2022; Fuster et al., 2017; Sano et al., 2018a, b; Cull et al., 2017). In experimental models of cardiovascular disease, studies indicate that *Tet2*-deficient macrophages promote disease via enhanced production of IL-1β through the NLRP3 inflammasome (Fuster et al., 2017; Sano et al., 2018b; Fuster et al., 2020; Polizio et al., 2024). However, while the NLRP3 inflammasome is elevated in the post-stroke brain, it has been reported that it has minimal contribution to brain injury and neurological function after experimental ischemic stroke (Lemarchand et al., 2019; Denes et al., 2015; Chung et al., 2018). The negligible contribution of the NLRP3 inflammasome to stroke-induced brain injury, may in part, explain why *Tet2*-mediated CH did not worsen ischemic stroke outcomes in the current study.

The beneficial actions of *Tet2*-mediated CH on stroke outcome may be more reflective of the protective role that bloodborne pro-inflammatory macrophages and their monocyte precursors play in ischemic stroke (Chu et al., 2015; Pedragosa et al., 2020; Miró-Mur et al., 2016; Fang et al., 2018; Wattananit et al., 2016; Garcia-Bonilla et al., 2018). Indeed, CCR2+ monocytes have been reported to reduce brain injury, lower inflammation and promote repair in the brain after cerebral ischemia (Chu et al., 2015; Pedragosa et al., 2020; Miró-Mur et al., 2016; Fang et al., 2018; Wattananit et al., 2016). Moreover, post-stroke administration of LPS-primed bone marrow derived monocytes has been shown to reduce brain injury and inflammation (Garcia-Bonilla et al., 2018). These protective actions appear to depend on the production of anti-inflammatory mediators, such as arginase-1 and IL-10 (Chu et al., 2015; Miró-Mur et al., 2016; Garcia-Bonilla et al., 2018), which are produced in high amounts by these cells. Interestingly, it has been documented that while stimulated *Tet2*-deficient macrophages express higher levels of proinflammatory mediators compared to wildtype macrophages, they also express higher levels of inflammation resolving mediators such as *Arg1*, *Il10*, *Socs1*, *Socs3* and *Traf1* (Cull et al., 2017). It is tempting to speculate that upon infiltrating the brain, inflammatory monocytes/macrophages generated through hematopoietic *Tet2*-loss-of-function, produce mediators which more strongly influence inflammation resolution pathways in the ischemic brain than in other tissues or disease settings. Although future work is required to test this hypothesis. It also is important to note, that in the current study we did not observe higher transcriptional levels of pro-resolving molecules in the brains of animals transplanted with *Tet2*-KO cells at 14 d post-stroke. 

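None of the pro-resolving genes *Arg1*, *Il10*, *Socs1*, *Socs3* and *Traf1* was higher with *Tet2*-KO BM cells past the adjusted threshold, under any test or with any mouse left out. The 4 that passed edgeR's expression filter were all lower, each with an unadjusted p below 0.05. All 4 passed the threshold when adjusted over the list alone. *Arg1* was at 1.17 ± 0.387 CPM (SD, n = 6) in the WT group and 0.751 ± 0.239 CPM (SD, n = 6) in the *Tet2*-KO group, a log2 fold change of -0.67 (standard error 0.28, edgeR adjusted p = 0.175). *Socs3* changed by -1.38 (edgeR adjusted p = 0.117), *Traf1* by -1.36 (edgeR adjusted p = 0.110) and *Socs1* by -0.69 (edgeR adjusted p = 0.123) on the log2 scale. By the mean log2 CPM of the 4 genes, all 6 *Tet2*-KO mice were below every WT mouse (exact two-sided permutation test, p = 0.00216). *Il10* had 0 to 3 counts in each mouse of either group, 7 in all in the WT group and 8 in the *Tet2*-KO group, which does not allow a comparison.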

A caveat of our study was that for the gene transcriptional analyses we used whole brain hemispheres, which likely limited our ability to detect mediators produced locally by small numbers of infiltrating mutant cells. Instead, we predict that the inflammatory transcriptional signal that we detected was from parenchymal brain cells (i.e., neurons, astrocytes and microglia) and was a reflection of their response to the mediators released by infiltrating immune cells. 

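Lists of marker genes for brain and blood cell types were compared between the groups by the median log2 fold change of each list and by an exact two-sided permutation test of its mean log2 CPM per mouse (n = 6 per group), adjusted over 22 lists. Levels in bulk tissue do not separate a change in cell number from a change in expression within cells. Of the parenchymal cells the paper names, none of the lists passed 0.05 in this test. The neuron list had a median of 0.21 (12 genes, adjusted exact permutation p = 0.0754). The astrocyte list was at -0.094 (6 genes, adjusted exact permutation p = 0.318) and the homeostatic microglia list at -0.15 (8 genes, adjusted exact permutation p = 0.318). The neuron list passed under camera (adjusted p = 1.26e-04) but not under fry (adjusted p = 0.0559), and the astrocyte and microglia lists passed neither. For the neuron list the unadjusted permutation p was 0.0411, and below 0.05 in 7 of the 12 fits that left out one mouse (0.0909 at most). The median of the astrocyte list was -0.056 without WT replicate 2, and that of the microglia list -0.040 without *Tet2*-KO replicate 1. The reactive astrocyte list was lower in all 10 genes (median -0.91, adjusted exact permutation p = 0.0536, which does not pass 0.05). The reactive astrocyte list passed under camera (adjusted p = 1.43e-05) but not under fry (adjusted p = 0.0559). Its unadjusted exact permutation p was 0.0195, and below 0.05 in all 12 fits that left out one mouse (0.0346 at most). Oligodendrocyte markers differed by a median of 0.013 (adjusted exact permutation p = 0.926), which was -0.048 without *Tet2*-KO replicate 4.

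Lower with an adjusted exact permutation p below 0.05 were the lists of neutrophils (median -2.16, p = 0.0317), monocytes (median -1.78, p = 0.0408), fibroblasts (median -1.30, p = 0.0397), activated phagocytes (median -1.11, p = 0.0397), B cells (median -0.91, p = 0.0317) and T cells (median -0.84, p = 0.0317). Of the 10 neutrophil genes 5 could be tested, and 3 of these are in Figure 2E. The blood cell lists rest mostly on low counts. The exceptions are *Csf3r*, the most abundant gene of the neutrophil list at 64.4 CPM, *Vcan* in the monocyte list at 54.9 CPM and *Ighm* in the B cell list at 31.8 CPM, and *Ccr2* in the monocyte list, at 15.1 CPM in the WT group and 4.54 CPM in the *Tet2*-KO group. On the log2 scale *Csf3r* changed by -0.86 (unadjusted p = 0.0242), *Ccr2* by -1.78 (unadjusted p = 0.0196), *Ighm* by -0.20 (unadjusted p = 0.0111) and *Vcan* by -0.18 (unadjusted p = 0.137). The activated phagocyte list, which microglia and infiltrating macrophages share, had its highest level in *Apoe*, and the fibroblast list in *Fn1* at 347 CPM.

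**Figure D3:**
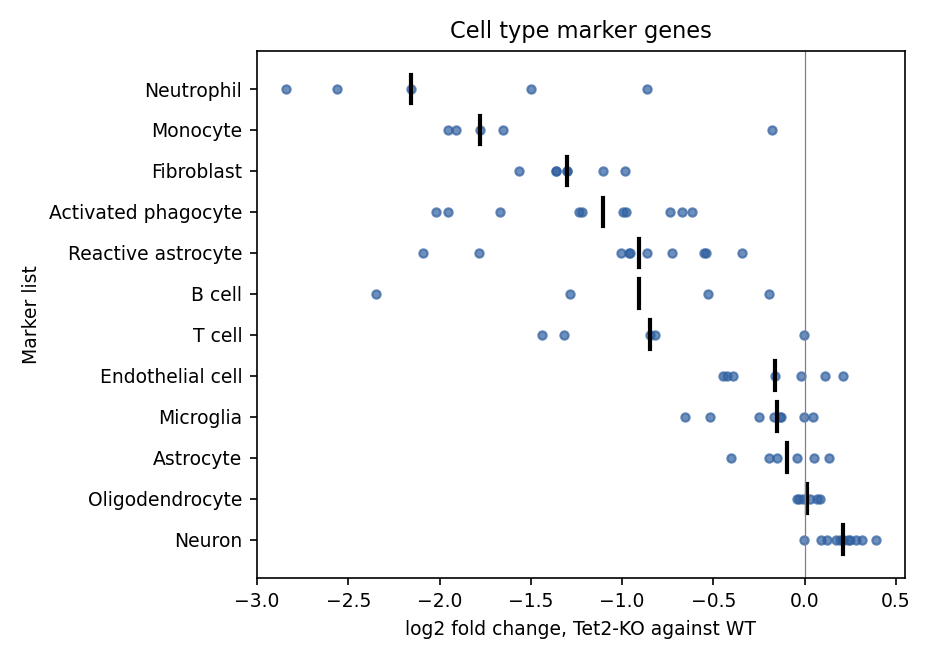
Median log2 fold change (*Tet2*-KO over WT) of marker genes (horizontal axis) for 12 cell type lists (vertical axis), with a point for each tested gene and a black bar at the list's median; values below 0 are lower with *Tet2*-KO BM cells. The medians run from -2.16 for neutrophils to 0.21 for neurons.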

Future experiments enabling single-cell transcript analysis could offer deeper insights into the molecular mechanisms by which *Tet2*-mutant cells interact with parenchymal cells to reduce inflammation.

Notwithstanding, there is some, albeit limited, evidence to suggest that CH may have protective actions in other neurological diseases. Firstly, it has been documented that CH is associated with a lower risk of Alzheimer’s disease in individuals without overt cardiovascular disease (Bouzid et al., 2023). Consistently, a published abstract by Wathan et al. reported that bone marrow mutations in *Tet2* improved cognitive function and reduced plaque burden in a mouse model of Alzheimer’s disease (Wathan et al., 2022). Additionally, a preprint has reported that the prevalence of CH is lower in individuals with Parkinson’s disease than in healthy controls (Sun et al., 2023). It has also been observed that individuals with myelodysplastic syndromes and chronic myelomonocytic leukemia have a lower incidence of neurological diseases, including Alzheimer’s and Parkinson’s disease (Weeks et al., 2022). While the mechanisms by which CH leads to a lower incidence of neurological disorders remain to be fully elucidated, one group has posited that in the setting of Alzheimer’s disease, myeloid cells with driver mutations may be more likely to expand in the brain, integrate the microglial niche and aid with the phagocytic clearance of waste and debris (Bouzid et al., 2023). Consistently, following ischemic stroke, phagocytic clearance of dead cells and debris has been shown to promote inflammation resolution and improve neurological outcomes (Nakahashi-Oda et al., 2021; Zhang et al., 2019). Perhaps a similar mechanism may account for the lower level of inflammation observed at the 14 d post-stroke time point in mice transplanted with *Tet2*-KO BM cells, although this warrants further investigation.

While this study represents an important first step in better understanding the relationship between CH and stroke outcome, it is imperative to consider the broader clinical implications of this work. Here we intentionally assessed the impact of *Tet2*-mediated CH on stroke outcome using a mouse model that is void of the confounding effects of underlying cardiovascular disease. It should be noted that many ischemic stroke patients also have underlying cardiovascular risk factors and comorbid conditions, particularly atherosclerosis, hypertension and diabetes (Tsao et al., 2023), and evidence suggests that hematopoietic driver mutations causally contribute to these conditions (Jaiswal et al., 2017; Zekavat et al., 2023; Fuster et al., 2017, 2020; Liu et al., 2023). Thus, it is plausible that the presence of such comorbidities in combination with CH would yield different clinical outcomes in human stroke patients, particularly as heightened risk factors and comorbidities can be associated with unfavorable outcomes (Sennfält et al., 2020; Gallacher et al., 2019; Li et al., 2021). On this point, a small scale clinical study has suggested that ischemic stroke patients with CH have a worse NIH stroke score and 90 d functional disability than patients without CH (Lee et al., 2023). Furthermore, as many ischemic stroke patients will experience a recurrent stroke in their lifetime (Tsao et al., 2023), it would seem prudent to avoid strategies that may exacerbate these risk factors. Therefore, building upon the current findings, future experimental studies could investigate the impact of CH on stroke outcome using models which also possess comorbid conditions, such as diabetes, atherosclerosis and hypertension, individually or in combination, to better understand these complex relationships.

In addition to evaluating the impact of *Tet2*-mediated CH on stroke outcome, we also examined the effect of stroke on expansion of *Tet2*-mutant peripheral blood cells (i.e., reverse causality). Over this relatively short experimental time course, stroke did not promote expansion of *Tet2*-KO donor cells in any leukocyte subset within the blood. Some studies have suggested that cardiovascular disease and inflammation may promote expansion of *Tet2*-mutant leukocytes in the peripheral blood (Heyde et al., 2021; Cochran et al., 2023; McClatchy et al., 2023). However, peripheral inflammation generated as a consequence of stroke, was clearly insufficient to promote expansion in the current setting. It has been discovered that the skull BM is an important reservoir of myeloid cells, which infiltrate the brain following injury and disease (Herisson et al., 2018; Cai et al., 2019; Cugurra et al., 2021). Studies suggest that this niche is maintained with minimal support from the systemic immune system and likewise does not contribute to peripheral immune responses, raising the notion that it is designed to respond to brain-specific injuries (Cugurra et al., 2021). It has also been demonstrated that following CNS injury, the cerebral spinal fluid (CSF), can access the skull BM through channels in the dura where inflammatory mediators signal to resident cells, promoting myelopoiesis and egress (Mazzitelli et al., 2022). It would be interesting to know if skull BM resident leukocytes with driver gene mutations respond differently to stroke or if inflammatory mediators within the CSF promote selective expansion of mutant cells within the skull BM after stroke. As our CH model was created by shielding the head, thereby limiting skull BM engraftment, our study was unable to address these questions.

We acknowledge some limitations of the mouse stroke model we used for these studies. In particular, the sensitivity of the Pep Boy mouse strain to cerebral ischemia may have led to some phenotypic differences in the MCAO stroke model that are not typically observed by other groups. Firstly, our pilot work found that using filaments with longer coating lengths (i.e., 5–6 mm) led to a substantial level of death within the first 24 h post-stroke. Due to the relatively long experimental window required for the mutant cells to expand to reach an adequate level of chimerism (8–10 w), and in attempt to reduce animal usage, we wanted to avoid such a high level of mortality for these studies. Thus, we shortened the coating length of the filaments (1–2 mm) and observed a lower mortality rate at 24 h post-stroke. We also found that 30 min of ischemia was sufficient to produce a sizeable infarct spanning both the subcortical and cortical regions, whereas others have noted that this occlusion time is insufficient in other mouse strains (Chiang et al., 2011; Liesz et al., 2009). Further, we observed that a portion of mice within this strain presented with longer lasting neurological deficits, such as forelimb weakness and circling at the 14 d timepoint, whereas other groups suggest these deficits are acutely resolved (Ruan and Yao, 2020; Li et al., 2004). Despite these strain-based anomalies, we are confident that our analyses of the effect of *Tet2*-mediated CH on murine ischemic stroke outcomes are thorough as the improvement in neurological deficit score is consistent with the reduction in astrogliosis and diminished inflammation revealed by nonbiased transcriptomic analyses at the 14 d timepoint.

In conclusion, findings from this study suggest that in experimental ischemic stroke, without confounding cardiovascular risk factors, *Tet2*-mediated CH leads to a modest improvement in neurological outcome during the subacute phase. This improved outcome is associated with lower levels of inflammation, perhaps indicative that *Tet2*-mutant leukocytes promote inflammation resolution after stroke, allowing for neurological recovery. It is still unclear if the beneficial effects of *Tet2*-mediated CH on stroke outcomes would differ in individuals with cardiovascular risk factors, particularly atherosclerosis and hypertension, which are aggravated by hematopoietic *Tet2* mutations (Fuster et al., 2017; Polizio et al., 2024). Similarly, it is unknown as to whether other driver gene mutations may have similar effects in ischemic stroke. Nevertheless, these findings are proof-of-concept that CH driver mutations can have diverse effects on disease outcomes. While in many diseases they may lead to pathology, in others they could be benign or even offer beneficial effects.

## Data Availability

Bulk raw sequencing data and processed data files used to generate and perform analyses of post-stroke brains are available in the NCBI GEO repository under accession no. GSE270710. All other data presented in the manuscript will be made available by authors upon reasonable request.

# Supplementary material for: Tet2-mediated clonal hematopoiesis modestly improves neurological deficits and is associated with inflammation resolution in the subacute phase of experimental stroke
**Source:** Front Cell Neurosci. 2024 Dec 17;18:1487867. doi: 10.3389/fncel.2024.1487867
**Supplement:** Supplementary file 1

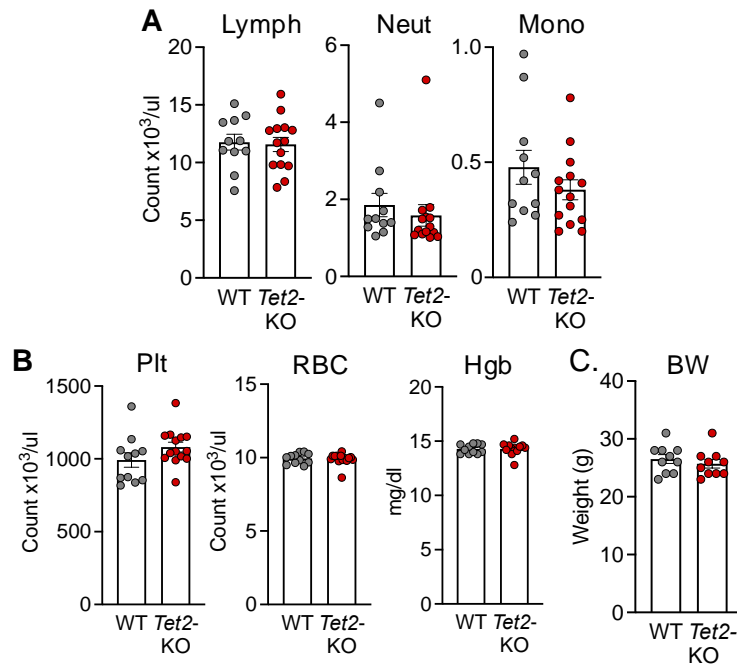

**Supplementary Figure 1.** *Tet2*-mediated clonal hematopoiesis does not affect hematological parameters or body weight. (A) Peripheral blood counts of lymphocytes (lymph), neutrophils (neut) and monocytes (mono) and (B) levels of platelets (Plt), red blood cells (RBCs) and hemoglobin (Hgb) in mice at 8 weeks post-bone marrow transplant (BMT) with either wildtype (WT) or *Tet2*-knockout (*Tet2*-KO) cells (WT:  $n = 11$  and *Tet2*-KO:  $n = 14$ ). (C) Body weight (BW) of mice at 8 weeks post-BMT with either WT or *Tet2*-KO cells ( $n = 10$  per group). Data are presented as mean  $\pm$  SEM. Statistical comparisons were made using a Student's unpaired  $t$  test.

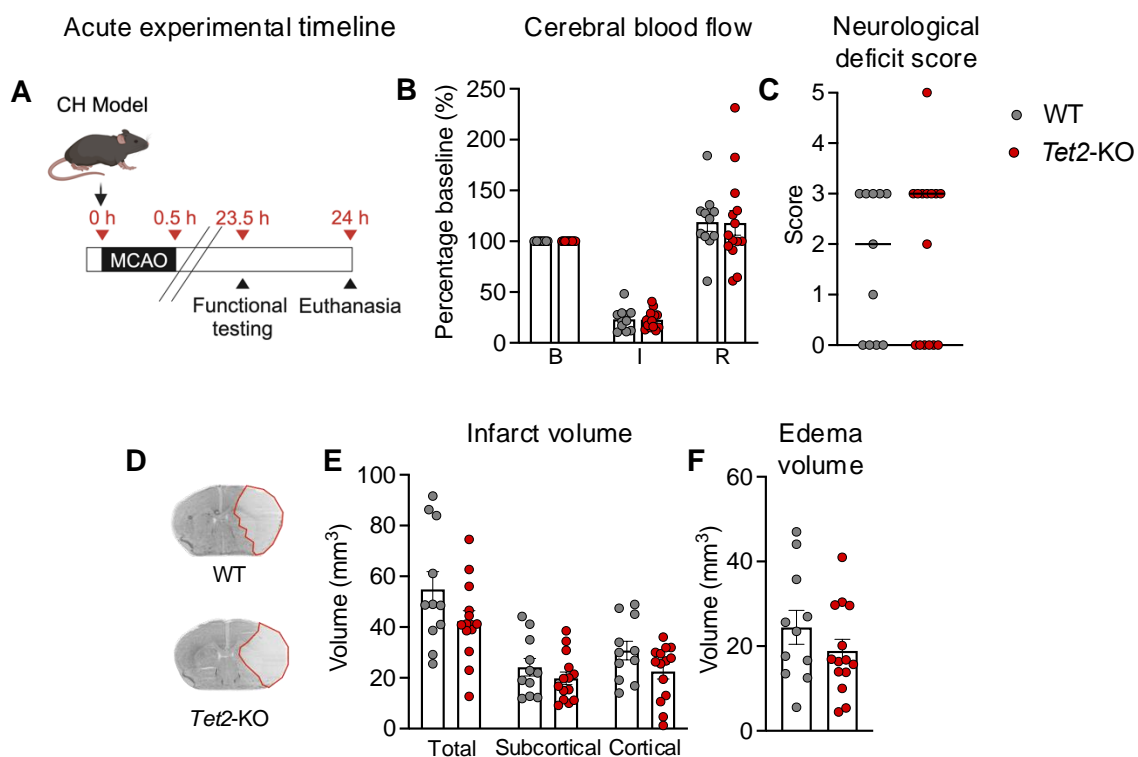

**Supplementary Figure 2.** *Tet2*-mediated clonal hematopoiesis does not affect outcome at 24 h post-stroke. (A) Experimental timeline for acute stroke experiments. Mice were subjected to middle cerebral artery occlusion (MCAO) to induce stroke and outcomes were assessed 24 h later. (B) Regional cerebral blood flow was recorded prior to (baseline; B), during (ischemia; I) and after (reperfusion; R) stroke in mice transplanted with either wild type (WT) or *Tet2*-knockout (*Tet2*-KO) bone marrow cells (WT:  $n = 11$  and *Tet2*-KO  $n = 14$ ). (C) Post-stroke neurological deficit scores from mice transplanted with WT or *Tet2*-KO bone marrow cells. (D) Representative coronal brain sections delineating area of infarction (outlined in red) from mice transplanted with either WT or *Tet2*-KO bone marrow cells. (E) Infarct and (F) edema volumes of mice transplanted with either WT or *Tet2*-KO bone marrow cells. WT:  $n = 11$  and *Tet2*-KO:  $n = 14$ -15 for all data sets. Data are presented as mean  $\pm$  SEM except for neurological deficits where data are presented as median. Statistical comparisons were made using multiple  $t$  tests (B), Mann-Whitney test (C) or Student's unpaired  $t$  test (E and F).

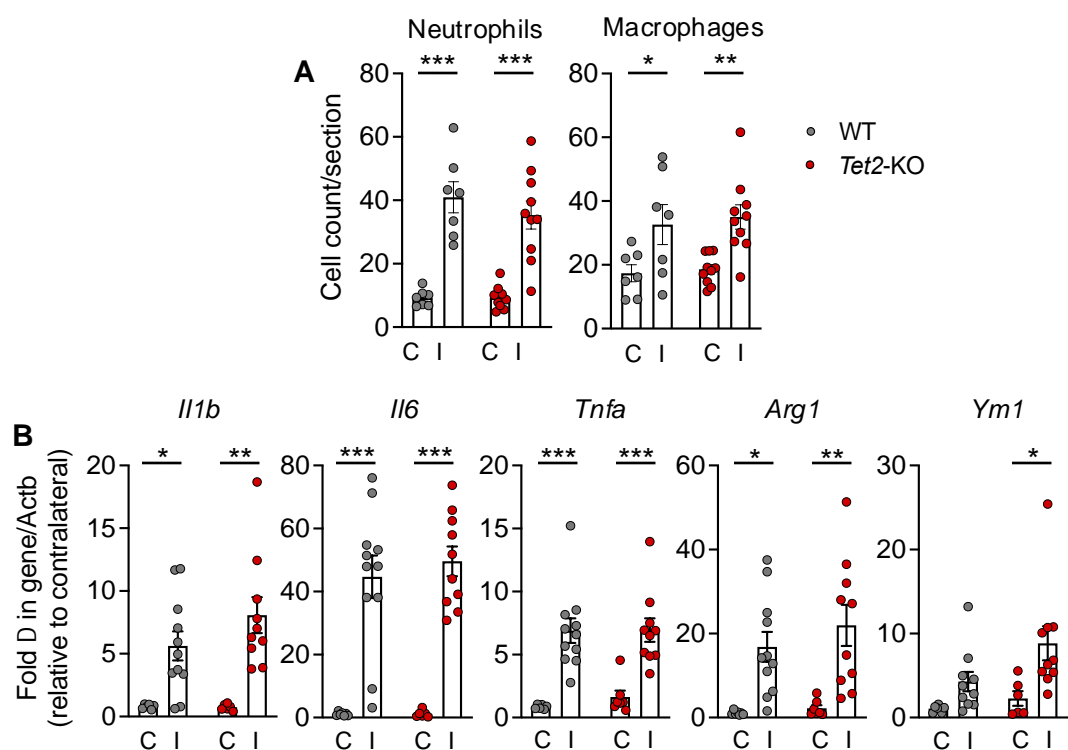

**Supplementary Figure 3.** *Tet2*-mediated clonal hematopoiesis has no effect on inflammation at 24 h post-stroke. (A) Immunohistochemistry was used to determine numbers of MPO+ neutrophils and F4/80+ macrophages in the ischemic (I) and contralateral (C) hemispheres of mice transplanted with wildtype (WT) or *Tet2*-knockout (*Tet2*-KO) bone marrow cells at 24 h post-stroke (WT:  $n = 7$  and *Tet2*-KO:  $n = 10$ ). (B) qRT-PCR was used to quantify transcriptional expression of inflammatory markers *Il1b*, *Il6*, *Tnfa*, *Arg1* and *Ym1* in the ischemic (I) and contralateral (C) hemispheres of mice transplanted with WT or *Tet2*-KO bone marrow cells at 24 h post-stroke (WT contralateral:  $n = 6-7$ , WT ischemic:  $n = 10-11$ , *Tet2*-KO contralateral:  $n = 6-7$  and *Tet2*-KO ischemic:  $n = 10$ ). Data are presented as mean  $\pm$  SEM. Statistical comparisons were made using two-way ANOVA followed by Sidak's multiple comparisons test. \* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\* $P < 0.001$ .

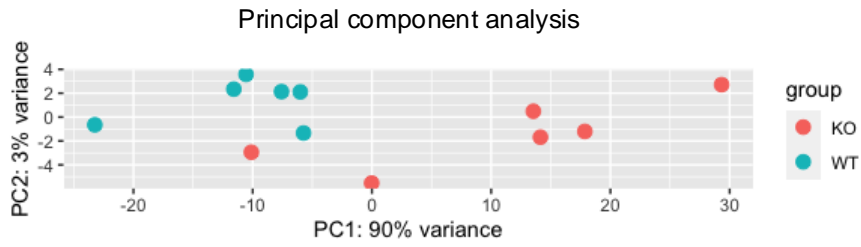

**Supplementary Figure 4.** Mice transplanted with *Tet2*-knockout bone marrow exhibit a different response to the subacute phase of stroke. Principal component (PC) analysis of bulk RNA-sequencing data obtained from the brains of mice transplanted with wildtype (WT) or *Tet2*-knockout (KO) bone marrow cells at 14 d post-stroke ( $n = 6$  per group).

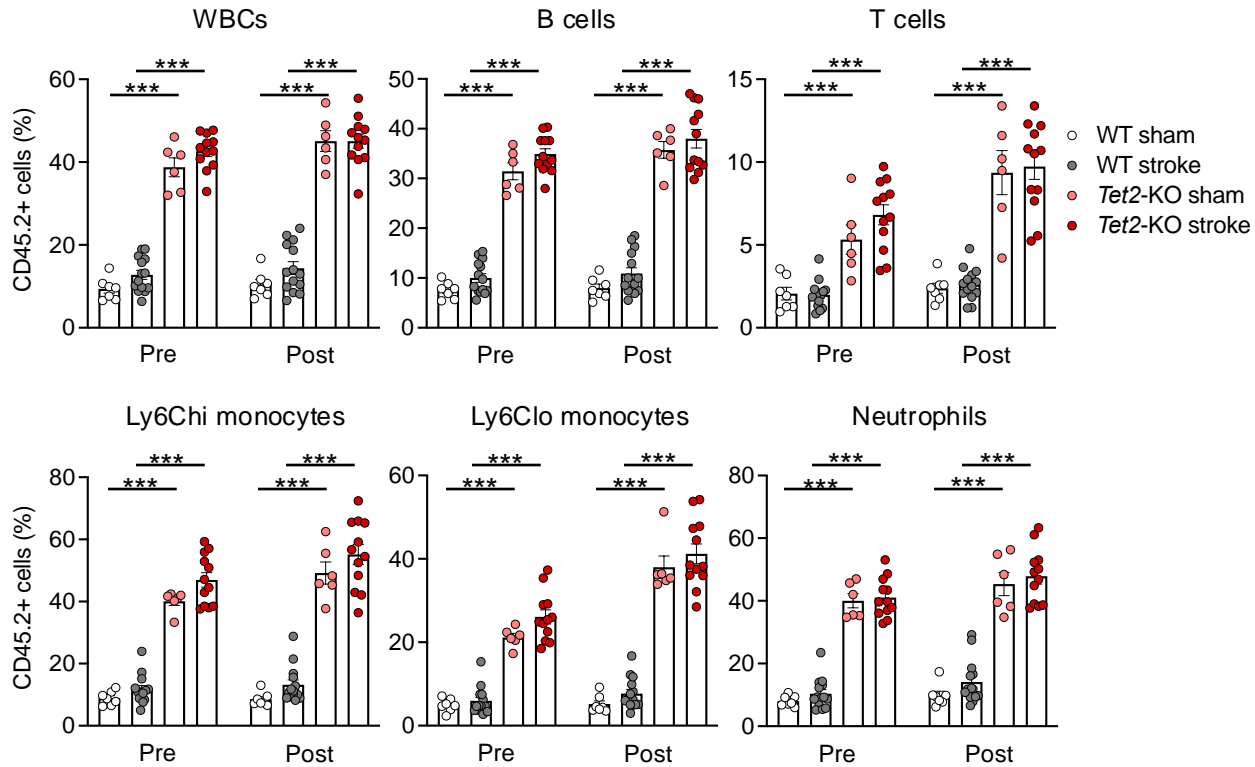

**Supplementary Figure 5.** *Tet2*-knockout donor cell chimerism does not change in response to stroke. From left-right, top-bottom: Flow cytometric assessment of donor cell chimerism in white blood cells (WBCs), B cells, T cells, Ly6Chi monocytes, Ly6Clo monocytes and neutrophils from mice transplanted with wildtype (WT) or *Tet2*-knockout (*Tet2*-KO) bone marrow cells pre- and 14 d post-sham or stroke surgery (WT sham:  $n = 7$ , WT stroke:  $n = 14$ , *Tet2*-KO sham:  $n = 6$  and *Tet2*-KO stroke  $n = 12$ ). Data are presented as mean  $\pm$  SEM. Statistical comparisons were made using a two-way ANOVA followed by Sidak's multiple comparison test. \*\*\* $P < 0.001$ .

# Supplementary material for: Tet2-mediated clonal hematopoiesis modestly improves neurological deficits and is associated with inflammation resolution in the subacute phase of experimental stroke
**Source:** Front Cell Neurosci. 2024 Dec 17;18:1487867. doi: 10.3389/fncel.2024.1487867
**Supplement:** Supplementary file 2

## **Data supplement**

### **Immunofluorescent staining**

Six serial coronal sections (10  $\mu$ m thick) per animal were collected onto poly-l-lysine coated slides at six regions: Bregma + 0.06, - 0.78, - 1.2, - 1.62, - 2.04, - 2.46 mm. Sections were stored at -80 °C until required. Frozen brain sections (10  $\mu$ m) were fixed with 4% paraformaldehyde for 15 min and washed in 0.01 M PBS (3  $\times$  10 min). Sections were then blocked with 10% goat serum (Abcam; diluted in PBS) for 1 h. Sections were subsequently incubated with primary antibodies (listed **Supplementary Table 3**) diluted in antibody diluent (0.2% Triton X-100 in 0.01 M PBS), overnight at room temperature. The following day, sections were washed (0.01 M PBS; 3  $\times$  10 min) and incubated for 2 h with appropriate secondary antibodies (listed **Supplementary Table 3**). Finally, sections were washed (0.01M PBS; 3  $\times$  10 min), mounted with Vectashield Plus Antifade Mounting Medium containing 4,6-diamidino-2-phenylindole (DAPI) (Vector Laboratories, CA, USA), and a coverslip was applied. Tissue-mounted slides were viewed, analyzed and/or photographed with either a Keyence (BZ-X710; Keyence Co, IL, USA), Olympus (BX53; Olympus Corp, Japan) or Leica (Thunder Live Imager; Germany) fluorescence microscope. For immune cell counts, numbers of immunoreactive cells per ischemic or contralateral hemisphere were counted manually under the microscope (20x magnification) and then averaged across the six brain regions. For gliosis measurements, whole brain sections (Bregma +0.06 and -0.78) were tile scanned at 4x magnification and images were reconstructed using BZ-X710 analysis software. To determine the extent of reactive gliosis, the GFAP+ area immediately adjacent to the lesion was measured using ImageJ software. Sections were, usually and wherever possible, analyzed in a blinded manner.

### **Bulk RNA-sequencing**

#### *Sequencing*

RNA samples were firstly quantified using Qubit 2.0 Fluorometer (Life Technologies, CA, USA) and RNA integrity was measured using the RNA Screen Tape on Agilent 2200 TapeStation (Agilent Technologies, CA, USA). rRNA depletion was performed using QIAseq® FastSelect™-rRNA HMR kit (Qiagen, MD, USA) according to the manufacturer's protocol. RNA sequencing libraries were constructed with the NEBNext Ultra II RNA Library Preparation Kit for Illumina by following the manufacturer's recommendations. Briefly, enriched RNAs were fragmented for 15 min at 94 °C. First strand and second strand cDNA were subsequently synthesized. cDNA fragments were end repaired and adenylated at 3'ends,

and universal adapters were ligated to cDNA fragments, followed by index addition and library enrichment with limited cycle PCR. Sequencing libraries were validated using the Agilent Tapestation 4200 (Agilent Technologies, CA, USA), and quantified using Qubit 2.0 Fluorometer (ThermoFisher Scientific, USA) as well as by quantitative PCR (KAPA Biosystems, Wilmington, MA, USA). The sequencing libraries were multiplexed and clustered on 1 lane of a flowcell. After clustering, the flowcell was loaded on the Illumina HiSeq 4000 instrument according to manufacturer's instructions. The samples were sequenced using a 2x150 Pair-End (PE) configuration.

### *Data analysis*

After demultiplexing, sequence data was checked for overall quality and yield. Then, sequence reads were trimmed to remove possible adapter sequences and nucleotides with poor quality using Trimmomatic v.0.36. The trimmed reads were mapped to the reference genomes using the STAR aligner v.2.5.2b. The STAR aligner is a splice aware aligner that detects splice junctions and incorporates them to help align the entire read sequences. BAM files were generated as a result of this step. Unique gene hit counts were calculated by using featureCounts from the Subread package v.1.5.2. Only unique reads within exon regions were counted. Using DESeq2, a comparison of gene expression between the groups of samples was performed. The Wald test was used to generate *P* values and Log2 fold changes. Genes with adjusted *P* values <0.05 were determined as differentially expressed genes for each comparison. Gene ontology analysis was performed on the statistically significant set of genes by implementing the EnrichR package in R<sup>1</sup>. The GO list was used to cluster the set of genes based on their biological process and determine statistical significance. A PCA analysis was performed using the "plotPCA" function within the DESeq2 R package. The plot shows the samples in a 2D plane spanned by their first two principal components. The top 500 genes, selected by highest row variance, were used to generate the plot.

**Supplementary Table 1**

| <b>Antibody</b> | <b>Fluorochrome</b>  | <b>Clone</b> | <b>Source</b>             | <b>Identifier</b>                       |
|-----------------|----------------------|--------------|---------------------------|-----------------------------------------|
| Anti-CD45.1     | PE-Cy7               | A20          | eBioscience, ThermoFisher | Cat No. 25-0453-82;<br>RRID: AB_469629  |
| Anti-CD45.2     | Brilliant-Violet 785 | 104          | BioLegend                 | Cat No. 109839;<br>RRID: AB_2562604     |
| Anti-CD115      | PE                   | AFS98        | eBioscience, ThermoFisher | Cat No.12-1152-82;<br>RRID: AB_465808   |
| Anti-CD3e       | PE-eFluor610         | 145-2C11     | eBioscience, ThermoFisher | Cat No. 61-0031-82;<br>RRID: AB_2574514 |
| Anti-CD45R/B220 | APC-Cy7              | RA3-6B2      | BD Biosciences            | Cat No. 552094;<br>RRID: AB_394335      |
| Anti-Ly6C       | APC                  | AL-21        | BD Biosciences            | Cat No. 560595;<br>RRID: AB_1727554     |
| Anti-Ly6G       | PerCP-Cy5.5          | 1A8          | BD Biosciences            | Cat No. 560602;<br>RRID: AB_1727563     |

**Supplementary Table 2**

| Custom Primers      |                     |                            |                          |
|---------------------|---------------------|----------------------------|--------------------------|
| Gene Name           | Species             | Forward 5' to 3'           | Reverse 5' to 3'         |
| <i>Il1b</i>         | <i>Mus Musculus</i> | TGACAGTGATGAGAATGACCTGTTC  | TTGGAAGCAGCCCTTCATCT     |
| <i>Il6</i>          | <i>Mus Musculus</i> | GCTACCAAACCTGGATATAATCAGGA | CCAGGTAGCTATGGTACTCCAGAA |
| <i>Tnfa</i>         | <i>Mus Musculus</i> | CGGAGTCCGGGCAGG            | GCTGGGTAGAGAATGGATGAA    |
| <i>Arg1</i>         | <i>Mus Musculus</i> | CATCAACACTCCCCTGACAAC      | GTACACGATGTCTTTGGCAGA    |
| <i>Chi3l3 (Ym1)</i> | <i>Mus Musculus</i> | AGGCTGCTACTCACTTCCACA      | TTTTCTCCAGTGTAGCCATCC    |
| <i>Actin</i>        | <i>Mus Musculus</i> | GGCTGTATTCCCCTCCATCG       | CCAGTTGGTAACAATGCCATGT   |

**Supplementary Table 3**

| <b>Primary Antibodies</b>                | <b>Source</b>                       | <b>Identifier</b> |
|------------------------------------------|-------------------------------------|-------------------|
| Rabbit anti-myeloperoxidase (1:100)      | Abcam                               | ab9535            |
| Rabbit anti-CD3e (1:200)                 | Abcam                               | ab16669           |
| Rat anti-F4/80 (1:100)                   | Bio-Rad                             | MCA497G           |
| Rabbit anti-GFAP (1:500)                 | Abcam                               | ab7260            |
| <b>Secondary antibodies</b>              | <b>Source</b>                       | <b>Identifier</b> |
| Alexa Fluor 594 goat anti-rabbit (1:500) | Invitrogen, ThermoFisher Scientific | A11037            |
| Alexa Fluor 488 goat anti-rabbit (1:500) | Invitrogen, ThermoFisher Scientific | A11008            |
| Alexa Fluor 594 goat anti-rat (1:500)    | Invitrogen, ThermoFisher Scientific | A11007            |

## References

1. Kuleshov, M.V., Jones, M.R., Rouillard, A.D., Fernandez, N.F., Duan, Q., Wang, Z., Koplev, S., Jenkins, S.L., Jagodnik, K.M., Lachmann, A., et al. (2016). Enrichr: a comprehensive gene set enrichment analysis web server 2016 update. *Nucleic Acids Res* *44*, W90-97. [10.1093/nar/gkw377](https://doi.org/10.1093/nar/gkw377).

# Supplementary material for: Tet2-mediated clonal hematopoiesis modestly improves neurological deficits and is associated with inflammation resolution in the subacute phase of experimental stroke
**Source:** Front Cell Neurosci. 2024 Dec 17;18:1487867. doi: 10.3389/fncel.2024.1487867
**Supplement:** Supplementary file 4

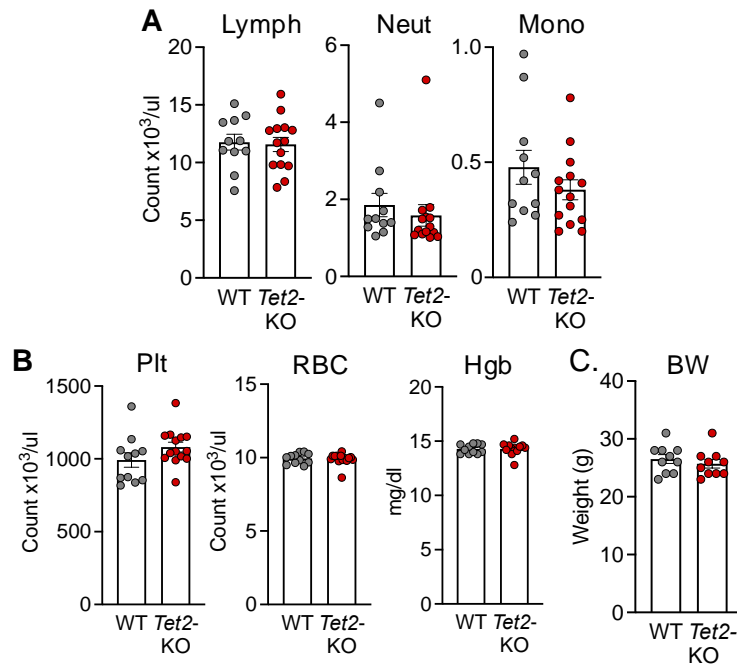

**Supplementary Figure 1.** *Tet2*-mediated clonal hematopoiesis does not affect hematological parameters or body weight. (A) Peripheral blood counts of lymphocytes (lymph), neutrophils (neut) and monocytes (mono) and (B) levels of platelets (Plt), red blood cells (RBCs) and hemoglobin (Hgb) in mice at 8 weeks post-bone marrow transplant (BMT) with either wildtype (WT) or *Tet2*-knockout (KO) cells (WT:  $n = 11$  and *Tet2*-KO:  $n = 14$ ). (C) Body weight (BW) of mice at 8 weeks post-BMT with either WT or *Tet2*-KO cells ( $n = 10$  per group). Data are presented as mean  $\pm$  SEM. Statistical comparisons were made using a Student's unpaired  $t$  test.

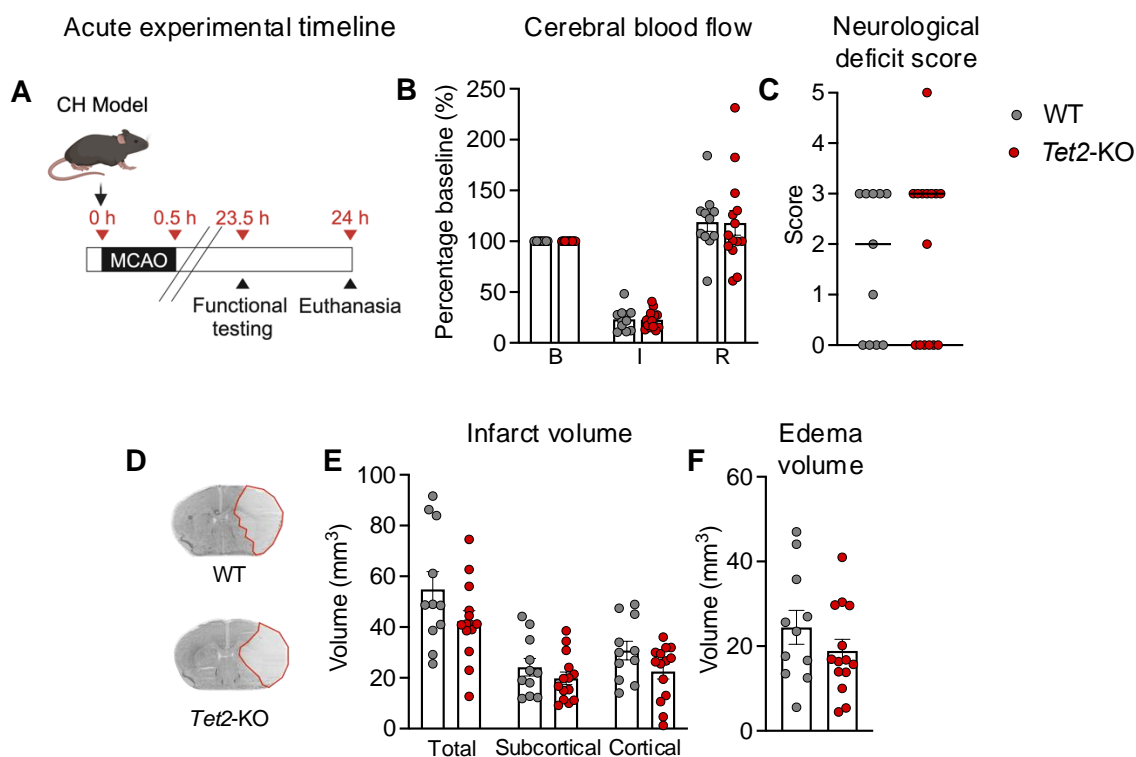

**Supplementary Figure 2.** *Tet2*-mediated clonal hematopoiesis does not affect outcome at 24 h post-stroke. (A) Experimental timeline for acute stroke experiments. Mice were subjected to middle cerebral artery occlusion (MCAO) to induce stroke and outcomes were assessed 24 h later. (B) Regional cerebral blood flow was recorded prior to (baseline; B), during (ischemia; I) and after (reperfusion; R) stroke in mice transplanted with either wild type (WT) or *Tet2*-knock out (*Tet2*-KO) bone marrow cells (WT:  $n = 11$  and *Tet2*-KO  $n = 14$ ). (C) Post-stroke neurological deficit scores from mice transplanted with WT or *Tet2*-KO bone marrow cells. (D) Representative coronal brain sections delineating area of infarction (outlined in red) from mice transplanted with either WT or *Tet2*-KO bone marrow cells. (E) Infarct and (F) edema volumes of mice transplanted with either WT or *Tet2*-KO bone marrow cells. WT:  $n = 11$  and *Tet2*-KO:  $n = 14$ -15 for all data sets. Data are presented as mean  $\pm$  SEM except for neurological deficits where data are presented as median. Statistical comparisons were made using multiple  $t$  tests (B), Mann-Whitney test (C) or Student's unpaired  $t$  test (E and F).

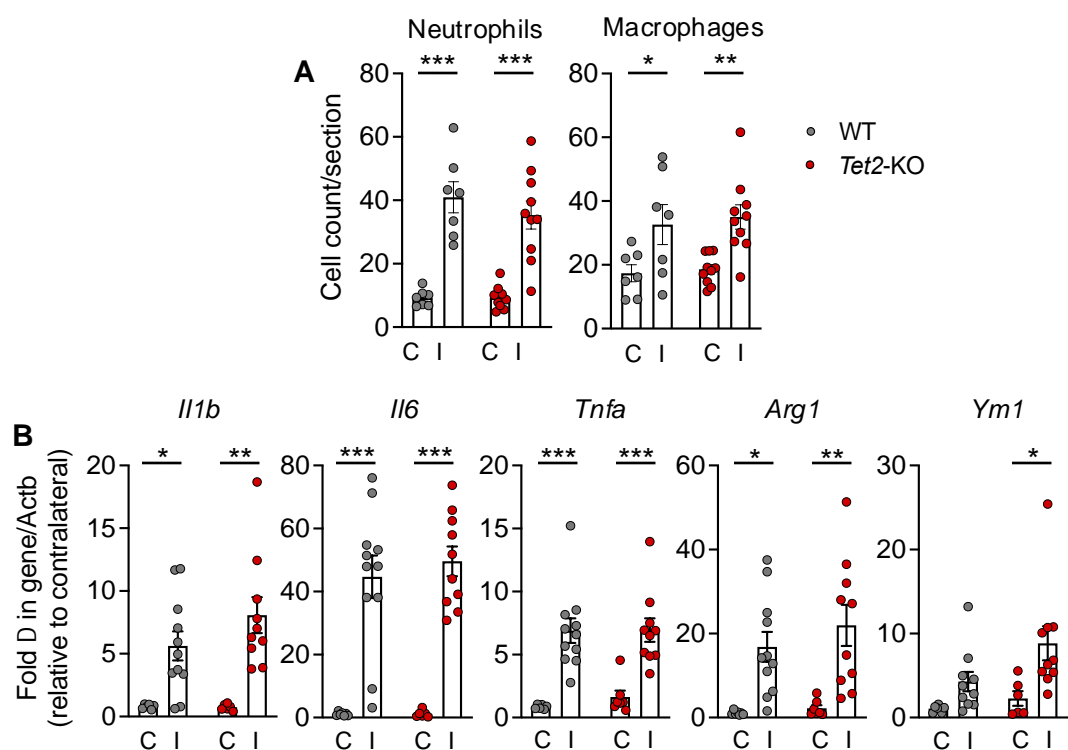

**Supplementary Figure 3.** *Tet2*-mediated clonal hematopoiesis has no effect on inflammation at 24 h post-stroke. (A) Immunohistochemistry was used to determine numbers of MPO+ neutrophils and F4/80+ macrophages in the ischemic (I) and contralateral (C) hemispheres of mice transplanted with wildtype (WT) or *Tet2*-knockout (*Tet2*-KO) bone marrow cells at 24 h post-stroke (WT:  $n = 7$  and *Tet2*-KO:  $n = 10$ ). (B) qRT-PCR was used to quantify transcriptional expression of inflammatory markers *Il1b*, *Il6*, *Tnfa*, *Arg1* and *Ym1* in the ischemic (I) and contralateral (C) hemispheres of mice transplanted with WT or *Tet2*-KO bone marrow cells at 24 h post-stroke (WT contralateral:  $n = 6-7$ , WT ischemic:  $n = 10-11$ , *Tet2*-KO contralateral:  $n = 6-7$  and *Tet2*-KO ischemic:  $n = 10$ ). Data are presented as mean  $\pm$  SEM. Statistical comparisons were made using two-way ANOVA followed by Sidak's multiple comparisons test. \* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\* $P < 0.001$ .

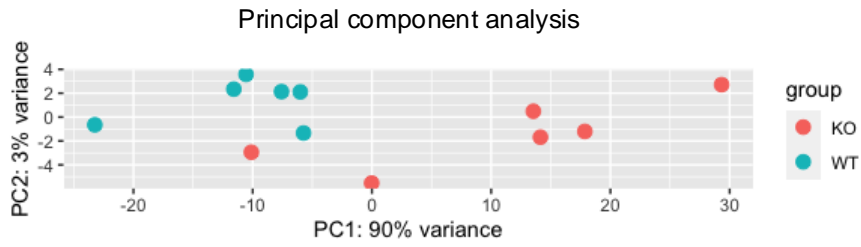

**Supplementary Figure 4.** Mice transplanted with *Tet2*-knockout bone marrow exhibit a different response to the subacute phase of stroke. Principal component (PC) analysis of bulk RNA-sequencing data obtained from the brains of mice transplanted with wildtype (WT) or *Tet2*-knockout (KO) bone marrow cells at 14 d post-stroke ( $n = 6$  per group).

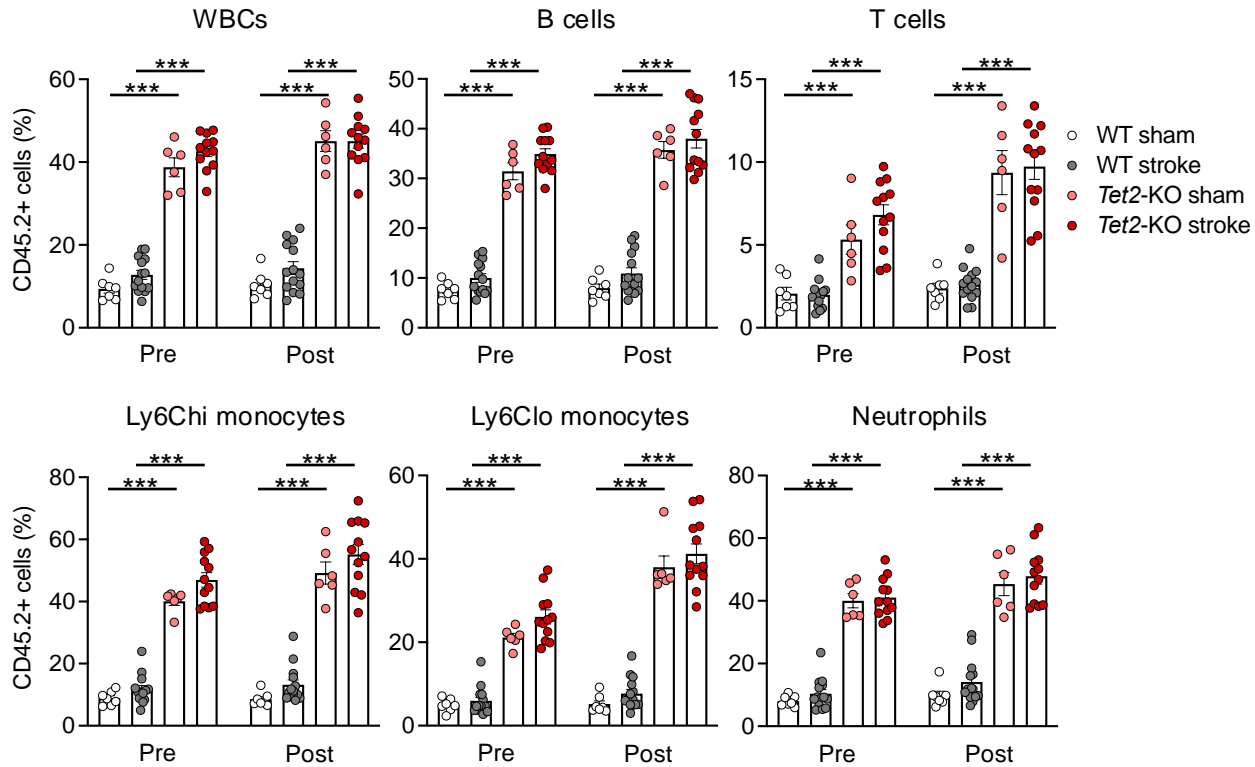

**Supplementary Figure 5.** *Tet2*-knock out donor cell chimerism does not change in response to stroke. From left-right, top-bottom: Flow cytometric assessment of donor cell chimerism in white blood cells (WBCs), B cells, T cells, Ly6Chi monocytes, Ly6Clo monocytes and neutrophils from mice transplanted with wildtype (WT) or *Tet2*-knockout (*Tet2*-KO) bone marrow cells pre- and 14 d post-sham or stroke surgery (WT sham:  $n = 7$ , WT stroke:  $n = 14$ , *Tet2*-KO sham:  $n = 6$  and *Tet2*-KO stroke  $n = 12$ ). Data are presented as mean  $\pm$  SEM. Statistical comparisons were made using a two-way ANOVA followed by Sidak's multiple comparison test. \*\*\* $P < 0.001$ .

How the deposited data were processed for this re-analysis (not part of the article)

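The data are read counts from bulk RNA-sequencing of the brains of 12 mice at 14 d post-stroke, 6 transplanted with WT BM cells and 6 with *Tet2*-KO BM cells. The groups and replicate numbers came from the titles and genotype entries of the sample labels and from the paper. The authors depleted ribosomal RNA, sequenced paired reads, trimmed them with Trimmomatic, aligned them with STAR and counted uniquely mapped reads in exons with featureCounts. They deposited the resulting counts per gene without normalization. The table has no column of another sample. Symbols for its Ensembl identifiers were taken from GENCODE M21, and no coordinates are given because the paper's text does not name the genome build. Reads from near-identical gene copies, such as *Hba-a1* and *Hba-a2* or the ribosomal protein genes and their pseudogenes, were counted by the authors only where they mapped uniquely, so the counts of such genes are uncertain.

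From the deposited counts, log2 fold changes, CPM and tests were computed here in R 4.3.3. Genes were kept by filterByExpr, scaled with TMM and tested between the groups with the quasi-likelihood F test of edgeR 4.0.16 (robust fit, all 12 mice, no covariates), with Benjamini-Hochberg adjustment and a threshold of 0.05, the paper's. Standard errors are the log2 fold change divided by the square root of F. Log2 CPM values used a prior count of 2, and permutation tests of single genes a pseudocount of 0.1 CPM. A count of a few reads per mouse, as in several of the cytokine genes, leaves a wide sampling error that the negative binomial model of the test includes. Principal components were taken from the 500 most variable genes after the blind variance stabilizing transformation of DESeq2 1.42.0. Gene sets were tested with camera and fry of limma 3.58.1, on families defined by gene symbols (chemokines and their receptors, synaptic genes, axon guidance genes, ribosomal proteins, mitochondrially encoded genes) and on the mouse Reactome pathways of fgsea 1.28.0, which were matched by Entrez identifiers to 15207 of the tested genes and kept where they held 15 to 300 genes. Marker lists covered neurons, striatum, cortex, thalamus, hypothalamus, cerebellum, choroid plexus, astrocytes, reactive astrocytes, microglia, activated phagocytes, monocytes, neutrophils, T cells, B cells, red blood cells, endothelial cells, fibroblasts and oligodendrocytes, and further lists covered clock output genes, genes of the opposite clock phase and glucocorticoid targets. The clock lists were written after Supplementary Tables 6 and 7 had been read.

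The genes named in the text are those the paper names for these data, the genes of its qRT-PCR, *Tet2*, the genes behind its stains, the pro-resolving genes, the genes with the smallest p in each direction past the threshold, up to 5, and members of the lists. The single values of 2 of these genes are not reported here. This rule, the lists, the tests and the alternatives, apart from those named in the closing section as added later, were written before the data were examined. The alternatives were the DESeq2 Wald test, limma-voom with quality weights, DESeq2 size factors, upper quartile scaling, no filter on low counts, at least 10 counts in every library, a minimum log2 fold change, a block by replicate number, 1 surrogate variable from sva 3.50.0, other transformations and gene numbers for the principal components, fry or an estimated correlation for gene sets, and each library left out in turn.

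The tests were tested on simulated counts with 200 changed genes, drawn with the means and library sizes of these mice. The axon guidance genes were changed as well, and calls of them were not counted as false. Each gene was drawn independently of the others. In the real mice many genes moved together, with 89.3% of the variance of the 500 most variable genes on the first component. The rates below therefore need not hold for these mice. The edgeR test recovered 85.5% of the changed genes and 1.84% of its calls were false (20097 genes), the DESeq2 Wald test recovered 92.5% with 8.98% false (20290 genes), and limma-voom recovered 86.5% with 3.18% false (20097 genes). The qRT-PCR, immunostaining, lesion and behaviour data of the paper were not analysed here, nor was the enrichment of Gene Ontology terms, whose gene lists were not used here. Differences between groups at 24 h post-stroke were not analysed here either.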

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

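The test of the clock genes against time of day was chosen only after the result was seen. In groups of 6 mice, a value was singled out when its gap to the nearest other value as a share of the group's range exceeded Dixon's critical value. This held for 27 of 186 groups of values, where chance gives about 9.3, but the values are not independent, since many of them come from the same mouse.

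WT replicate 2 accounted for most of them. It had the highest score on the first principal component (21.4, where the next WT mouse had 10.3), the highest mean log2 CPM of the astrocyte (8.19), reactive astrocyte (6.88), microglia (6.08) and endothelial (5.09) lists, and the lowest of the neuron (8.11) and cortex (5.79) lists and of the synaptic family (6.67). It was also highest in *Gfap* (1929 CPM), *Adgre1* (82.6 CPM), *Cxcr4* (31.6 CPM), *Nlrp3* (10.2 CPM), *Tlr6* (5.59 CPM), *Cxcl1* (3.66 CPM) and *Bhlhe41* (101 CPM) and lowest in *Per2* (27.6 CPM). Its total of 13710277 counts lies within the WT range, so library size does not set it apart. Within the groups, mice with higher Figure 2E genes had a lower synaptic family (r = -0.862 over 12 mice, permutation test p = 4.30e-04, Benjamini-Hochberg adjusted 0.00129 over 3 relations; rho = -0.769, adjusted 0.0291; r = -0.847 without *Tet2*-KO replicates 5 and 1; r = -0.819 in the WT and -0.963 in the *Tet2*-KO group). A candidate explanation is that this mouse gave more lesion tissue or infiltrate to the sample, by a larger lesion or by dissection, which were not tested apart. Without WT replicate 2 the difference between the groups on the first component was -14.7, and the median of the Figure 2E genes -1.27.

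*Tet2*-KO replicate 5 was highest of its group in *Adam8* (20.0 CPM), *Ccl7* (1.88 CPM) and *Chil3* (1.65 CPM), and its score on the first component, 9.20, lay among those of the WT mice. Its total of 12625047 counts was the smallest of its group. Thinning all libraries to the smallest total left the median of the Figure 2E genes at -1.43, so depth does not account for the difference between the groups. Without this mouse the number of genes past edgeR's threshold was 2257 in place of 5. The same within-group relation to the synaptic family (r = -0.862) leaves a larger share of lesion tissue in this sample open as a candidate explanation, along with a weaker effect of the transplanted cells in this mouse or a mislabelled sample, neither of which was tested. The mouse stays in all other results.

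Other single values were the choroid plexus list in *Tet2*-KO replicate 4 (mean log2 CPM 4.31), the glucocorticoid list in WT replicate 6 (5.33) and *Tet2* in WT replicate 5 (147 CPM). No explanation was tested for these.

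Among the clock genes, WT replicate 6 had the highest *Dbp* (45.7 CPM) and *Per3* (106 CPM) and the lowest *Arntl* (32.4 CPM) of its group, and *Tet2*-KO replicate 1 had the highest *Arntl* (51.0 CPM). The paper does not discuss the clock output genes, which were higher with *Tet2*-KO BM cells in all 10 genes, with a median log2 fold change of 0.37. In the list 8 genes had an unadjusted p below 0.05, none passed over all genes and 8 passed when adjusted over the list alone. All 6 *Tet2*-KO mice were above the WT mean and 4 above every WT mouse (exact two-sided permutation test, p = 0.0108, adjusted 0.0397 over 22 lists). The list passed fry (p = 0.00557, adjusted 0.0218) but not camera with an estimated correlation (p = 0.0662). Its median ranged from 0.30 without *Tet2*-KO replicate 3 to 0.41 without WT replicate 5, and 1 of 100 splits of the mice into groups of 6, the real one included, gave a median as large. The list was written after *Nr1d1*, *Nr1d2*, *Tef* and *Ciart* had been read in the paper's tables of genes that were higher in these mice, so neither that count of splits nor these tests exclude chance for the list. One candidate explanation is the time of day at collection, which the paper's text does not name. The opposite phase genes should then be lower as a list. Their median was 0.040 (-0.0029 without WT replicate 5), which decides nothing, since the 5 genes go both ways, with *Nfil3* at -0.60, *Arntl* at -0.27 and the others between 0.040 and 0.095. By mean log2 CPM, which those 2 genes lead, the list was lower by 0.141, with 5 of 6 *Tet2*-KO mice below every WT mouse (exact two-sided permutation test, p = 0.0238, adjusted 0.0582 over 22 lists). This goes in the direction that time of day predicts but does not pass 0.05 after adjustment, and the unadjusted p was below 0.05 in 9 of the 12 fits that left out one mouse (0.0519 at most). Within the groups, mice with higher clock output genes had lower *Arntl* (r = -0.724, permutation test p = 0.0117, adjusted 0.0175; rho = -0.636, adjusted 0.0481), although r was -0.515 without *Tet2*-KO replicate 3 and WT replicate 6. This r was -0.74 in the WT group and -0.71 in the *Tet2*-KO group. A second candidate is the share of lesion tissue, for which the relation to the Figure 2E genes within the groups gave r = -0.0214 (permutation test p = 0.956; rho = -0.0280), with -0.806 in the WT group, 0.305 in the *Tet2*-KO group and -0.478 without *Tet2*-KO replicates 5 and 1. Time of day and tissue share cannot be told apart from an effect of the transplanted cells here. Collection times were not analysed here, and the relation to the Figure 2E genes differed in sign between the groups.

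The red blood cell list was higher with *Tet2*-KO BM cells in all 5 genes, with a median log2 fold change of 0.54, between 0.40 without *Tet2*-KO replicate 1 and 0.66 without WT replicate 3. All 6 *Tet2*-KO mice were above the WT mean (exact two-sided permutation test, p = 0.0281, adjusted 0.0619 over 22 lists, which does not pass 0.05; fry, adjusted p = 0.0384). In this list 3 genes had an unadjusted p below 0.05. *Hba-a1* and *Hba-a2* share reads, and the most abundant gene, *Alas2*, was at 13.9 CPM and changed by 0.13. Blood left in the vessels was not tested as an explanation.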

How the results depend on the processing

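The number of genes past the adjusted threshold changed most. Against 5 lower and 0 higher genes with edgeR's quasi-likelihood test (2201 higher at an unadjusted p below 0.05), the DESeq2 Wald test gave 705 lower and 212 higher genes and limma-voom with quality weights 1422 and 591, each with all 30 genes of Figure 2E, where edgeR called 4. Without a filter on low counts there were 40 lower and 4 higher genes. The DESeq2 Wald test with independent filtering set for 0.05, added after the data were seen, gave 703 and 195. With at least 10 counts in every library there were 0 genes lower and 0 of the Figure 2E genes past the threshold. By its construction this filter removes genes that fell to low counts, and it left 18181 genes and 14 of the 30 genes of Figure 2E, all 14 lower, with 4241 genes at an unadjusted p below 0.05. With 1 surrogate variable in the model there were 0 lower genes and 0 of Figure 2E, with 1204 genes at an unadjusted p below 0.05, among them 19 of Figure 2E. The surrogate variable lay between 0.0927 and 0.510 in the WT mice, between -0.595 and -0.251 in 4 *Tet2*-KO mice and at 0.0634 and 0.204 in *Tet2*-KO replicates 4 and 5. It is therefore largely confounded with the groups, and a model that includes it takes up much of the difference between them, so the values under this setting do not bear on whether that difference holds. The libraries thinned to the smallest total, also added after the data were seen, gave 0 lower genes, with 4448 at an unadjusted p below 0.05. Apart from the confounded surrogate variable and the removal of genes by the filter, the cause of these changes was not tested. DESeq2 size factors, upper quartile scaling and a minimum log2 fold change of 1 gave 5 lower and 0 higher genes, as with TMM. The 30 genes of Figure 2E were lower wherever they were tested, under each of these settings and with each library left out.

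Across the 12 fits that each left out one library, the number of lower genes ranged from 0 to 1498, of higher genes from 0 to 759 and of Figure 2E genes past the threshold from 0 to 30. The highest values came without *Tet2*-KO replicate 5, with 2257 genes in all, and 8 of the fits gave 0 genes, with between 3629 and 5386 at an unadjusted p below 0.05. The pro-resolving genes had 0 higher past the threshold under each alternative.

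The replicate numbers did not pair the libraries. The correlation of the deviations from the group means between WT and *Tet2*-KO libraries of the same number was 0.0445, -0.160, 0.0894, -0.0958, -0.169 and 0.229 for replicates 1 to 6. With the replicate number as a block there were 0 lower genes and 0 of the Figure 2E genes past the threshold, with 4329 genes at an unadjusted p below 0.05. The chemokine, synaptic and axon guidance families kept their direction and their side of the threshold under the block.

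The chemokine family (median -1.26) and the synaptic family (median 0.21) passed 0.05 with camera and with fry, and did not with camera and an estimated correlation, with the medians -1.26 (p = 0.0548) and 0.21 (p = 0.129). The numbers of Reactome pathways, 136 lower and 40 higher with camera, were 0 lower and 0 higher under fry, where 202 were lower and 64 higher at an unadjusted p below 0.05, and 0 lower and 0 higher under the estimated correlation, where 6 were lower and 1 higher. Leaving out one library gave 118 to 154 lower and 36 to 53 higher pathways, a median of -1.66 to -1.04 for the chemokine family, 0.15 to 0.25 for the synaptic family, whose exact permutation test (p = 0.0368) passed 0.05 in 7 of these 12 fits (p = 0.0714 at most), and 0.018 to 0.078 for the axon guidance family. Without *Tet2*-KO replicate 3 the axon guidance median was 0.018.

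The share of variance on the first principal component was 89.3%, ranged from 85.1% to 91.0% with one library left out, and was 64.5% over all genes passing the filter. The difference between the groups on that component passed 0.05 in each setting, with a range of -26.0 to -14.7 when one library was left out.

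*Tet2* had a log2 fold change of -0.0097. The sign reversed with upper quartile scaling (0.022) and with 1 surrogate variable (0.046), and the value ranged from -0.027 to 0.024 with one library left out, never past the threshold. With 1 surrogate variable the sign of *Gfap* (0.55), *Adgre1* (0.13), *Actb* (0.11), *Npas2* (-0.15) and *Clock* (-0.035) also reversed. When one library was left out, *Bhlhe41* ranged from -0.026 to 0.10 and *Cry1* from -0.0029 to 0.10. The reversals under the surrogate variable are not evidence against these directions, since it is confounded with the groups. Upper quartile scaling also raised the median log2 fold change of all genes, and the reversal of *Tet2* under that scaling goes with this shift. The cause of the reversals with one library left out was not tested. None of the reversed values passed the threshold. Of 53 named genes compared under the DESeq2 Wald test, 18 stayed on the same side of the threshold and 35 passed it only there; under limma-voom these numbers were 18 and 37 of 55. Under the block and under the surrogate variable, 5 named genes no longer passed the threshold.

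Depth limited the low genes. *Il6* and *Il10* had at most 6 counts in any library and did not pass edgeR's expression filter. *S100a9*, *Cxcl1* and *Selp* had at most 12 counts in each *Tet2*-KO library.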

Differences from the paper's values

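The paper reports 898 genes that differed between the groups (the paper's value) and edgeR's quasi-likelihood test gave 5. The paper's 702 lower genes stand against 5, and its 196 higher genes against 0, with 2201 higher genes at an unadjusted p below 0.05. Of the alternatives set before the data were examined, the DESeq2 Wald test, the test that the paper's methods name, gave values within 1.5 times the paper's, with 917 genes in all, 705 lower and 212 higher. None of the other alternatives brought all 3 values within that range. Limma-voom with quality weights gave 1422 lower and 591 higher genes, no filter on low counts gave 40 and 4, and the fit without *Tet2*-KO replicate 5 gave 1498 and 759, 2257 in all. DESeq2 size factors, upper quartile scaling and a minimum log2 fold change of 1 each gave 5 and 0, and at least 10 counts in every library, the replicate block and 1 surrogate variable each gave 0 and 0. An alternative chosen after seeing the values, the DESeq2 Wald test with its independent filtering set for a threshold of 0.05, gave 898 genes, 703 lower and 195 higher.

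The paper lists the genes of Figure 2E as significantly downregulated. With edgeR's test 4 of the 30 passed the adjusted threshold over all genes, and all 30 did with the DESeq2 Wald test, with limma-voom and without *Tet2*-KO replicate 5. Of the genes named here that Supplementary Tables 6 and 7 also list, 39 could be compared by log2 fold change, and the largest difference from the paper's value was 0.062. The paper describes its gene set for axon growth as enriched in mice transplanted with *Tet2*-KO cells, and the axon guidance family tested here, which is another list, had a median log2 fold change of 0.060 that did not pass 0.05 (camera, p = 0.159).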

Other observations

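The test of neuronal share was chosen only after the result was seen. Each comparison was repeated on other splits of the mice, with 100 of the splits of the 12 mice into groups of 6 drawn and the real split included. As many genes past the adjusted threshold as in the real split came from 1 split with edgeR and from 3 splits with the DESeq2 Wald test. As many Figure 2E genes past edgeR's threshold came from 1 split, which decides nothing, since the paper chose these genes as lower in the real grouping of the same mice and edgeR called no gene in the other splits. A family median as large came from 1 split for the chemokine family, 4 for the synaptic family and 4 for the axon guidance family. As many Reactome pathways past camera's threshold came from 7 splits, so the number of pathways does not stand apart from other groupings of these mice. In the splits other than the real one, edgeR called 0 genes in each. At an unadjusted p below 0.05 these splits gave a median of 620 genes and up to 5672, above the 4678 of the real split. The DESeq2 Wald test called genes in 12 of these splits, up to 2142, and camera called a median of 62 and up to 236 pathways.

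For the lower level of the Figure 2E genes, a difference in library depth was tested by thinning each library to the smallest total of 12000261 counts, which left their median log2 fold change at -1.43. Gene length and GC content were tested with 10000 lists matched on expression, length and GC content. The lowest median of a matched list was -0.27 and the middle one -0.012, against -1.50 for the Figure 2E genes, all of which had values for these properties. The paper chose these genes as lower in the same mice, so the gap between -0.27 and -1.50 decides nothing. The middle value shows only that genes matched on these properties were not shifted as a group. Depth does not account for the difference. A different share of lesion tissue or infiltrate in the samples stays open, as does an effect of the transplanted cells.

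The synaptic family was higher with *Tet2*-KO BM cells. Its relation to the Figure 2E genes within the groups (r = -0.862) is consistent with the hypothesis that both follow the share of lesion and infiltrate in the tissue, in mice of either group, and the synaptic genes may therefore not have changed within neurons. The data do not separate that from a change in neurons.

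Lower immune and fibroblast markers may come from a higher share of neuronal RNA. If that share alone had changed, oligodendrocyte markers would be lower as well, but their median was 0.0128 against -1.30 for the fibroblast list. The oligodendrocyte median was -0.048 without *Tet2*-KO replicate 4. A change in the number of immune cells and fibroblasts or in their expression stays open.

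Regional markers were compared because dissection can change their share. The striatum list had a median log2 fold change of 0.11 (exact permutation test adjusted p = 0.476), cortex 0.25 (adjusted exact permutation p = 0.126), thalamus -0.0039 (adjusted exact permutation p = 0.926), hypothalamus 0.031 (adjusted exact permutation p = 0.717) and cerebellum 0.31 (adjusted exact permutation p = 0.536, 5 of 6 genes tested). Single mice moved several of these, with striatum at 0.038 without *Tet2*-KO replicate 1, thalamus at 0.068 without *Tet2*-KO replicate 3, hypothalamus at -0.22 and cerebellum at 0.14 without *Tet2*-KO replicate 4. The choroid plexus list was at -0.26 (adjusted exact permutation p = 0.0649) and the endothelial list at -0.16 (adjusted exact permutation p = 0.0952), which was -0.097 without WT replicate 2. Glucocorticoid targets were at 0.11 (adjusted exact permutation p = 0.445), and at 0.011 without *Tet2*-KO replicate 4. None of these lists passed 0.05 after adjustment in the permutation test or under fry. Under camera the cortex (adjusted p = 0.00243) and choroid plexus (adjusted p = 0.00301) lists passed and the others did not.

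Of the 22 lists, 8 passed 0.05 after adjustment under fry, the neutrophil, monocyte, T cell, B cell, fibroblast, activated phagocyte, clock output and red blood cell lists. Outside these lists, ribosomal protein genes had a median of -0.14 over 78 genes (camera, p = 2.22e-12; fry, p = 0.0386; exact permutation test, p = 0.0455, below 0.05 in 5 of the 12 fits that left out one mouse), with 37 genes at an unadjusted p below 0.05 and 0 past the threshold over all genes, and pseudogenes make their counts uncertain. Mitochondrially encoded genes had a median of 0.13 over 29 genes (exact permutation test, p = 0.307), and 0.041 without *Tet2*-KO replicate 6.

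The paper reports stains for F4/80, CD3, GFAP and MPO. The genes of these proteins were compared in the sequencing data, which come from 6 mice per group at 14 d post-stroke. The MPO counts of the paper are from 24 h post-stroke. At 14 d the paper found similar numbers of F4/80+ and CD3+ cells in both groups. It found a smaller GFAP+ area around the lesion with *Tet2*-KO BM cells. RNA levels in the tissue measure neither cell numbers nor a stained area. *Gfap* was at 1058 ± 438 CPM (SD, n = 6) in the WT group and 834 ± 376 CPM (SD, n = 6) in the *Tet2*-KO group, a log2 fold change of -0.34 (edgeR adjusted p = 0.578), and -0.085 without WT replicate 2. *Adgre1*, which encodes F4/80, changed by -0.79 (edgeR adjusted p = 0.234) and *Cd3e* by -1.32 (edgeR adjusted p = 0.128), with 6 of 6 *Tet2*-KO mice below the WT mean for *Cd3e*. *Actb*, the reference of the qRT-PCR, changed by -0.22 (edgeR adjusted p = 0.229). *Mpo* had 25 counts in all in the WT group and 29 in the *Tet2*-KO group and did not pass edgeR's expression filter.

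The gene lists of the paper's Gene Ontology tables were compared with its lists of differing genes. Supplementary Table 4 has 630 terms, and for 596 of them the cell of genes is complete. These name 1288 genes, of which 396 are among the 702 lower genes of Supplementary Table 6 (the paper's number) and 892 are not. A candidate explanation is that the lists entered into the enrichment held genes with an unadjusted p below 0.05. Of the 1276 genes that could be matched, 1273 (99.8%) were lower at an unadjusted p below 0.05 with the DESeq2 Wald test run here, against 7.44% of all genes with a p that were lower at that level. In Supplementary Table 5, 193 of 200 terms are complete and name 669 genes, 87 of them among the 196 higher genes of Supplementary Table 7 (the paper's number) and 582 not. Of 663 matched genes, 659 (99.4%) were higher at an unadjusted p below 0.05.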
